# Environmentally-induced epigenetic conversion of a piRNA cluster

**DOI:** 10.7554/eLife.39842

**Published:** 2019-03-15

**Authors:** Karine Casier, Valérie Delmarre, Nathalie Gueguen, Catherine Hermant, Elise Viodé, Chantal Vaury, Stéphane Ronsseray, Emilie Brasset, Laure Teysset, Antoine Boivin

**Keywords:** epigenetics, germline, non coding small RNA, transposable element, temperature, heterochromatin, *D. melanogaster*

## Abstract

Transposable element (TE) activity is repressed in animal gonads by PIWI-interacting RNAs (piRNAs) produced by piRNA clusters. Current models in flies propose that germinal piRNA clusters are functionally defined by the maternal inheritance of piRNAs produced during the previous generation. Taking advantage of an inactive, but ready to go, cluster of *P*-element derived transgene insertions in *Drosophila melanogaster*, we show here that raising flies at high temperature (29°C) instead of 25°C triggers the stable conversion of this locus from inactive into actively producing functional piRNAs. The increase of antisense transcripts from the cluster at 29°C combined with the requirement of transcription of euchromatic homologous sequences, suggests a role of double stranded RNA in the production of *de novo* piRNAs. This report describes the first case of the establishment of an active piRNA cluster by environmental changes in the absence of maternal inheritance of homologous piRNAs.

**Editorial note:** This article has been through an editorial process in which the authors decide how to respond to the issues raised during peer review. The Reviewing Editor's assessment is that all the issues have been addressed (see decision letter).

## Introduction

Transposable element (TE) activity needs to be repressed to avoid severe genome instability and gametogenesis defects. In humans, growing evidence has implicated TE in several disorders such as cancers defining a new field of diseases called transposopathies (Wylie et al., 2016a; Wylie et al., 2016b). In the animal germline, TE activity is controlled at both transcriptional and post-transcriptional levels by small RNAs called piRNAs associated with the PIWI clade of germline Argonaute proteins (Piwi, Aub and Ago3 in *Drosophila*) (Brennecke et al., 2007; Gunawardane et al., 2007; Le Thomas et al., 2013; Sienski et al., 2012). piRNAs are processed from transcripts produced from specific heterochromatic loci enriched in TE fragments, called piRNA clusters (Brennecke et al., 2007; Gunawardane et al., 2007). These loci undergo non-canonical transcription, ignoring splicing and transcription termination signals, licensed by specific protein complexes such as Rhino-Deadlock-Cutoff (Mohn et al., 2014; Zhang et al., 2014) and Moonshiner-TRF2 (Andersen et al., 2017). Thus, when a new TE inserts into a naive genome, it will freely transpose until one copy gets inserted into a piRNA cluster leading to the production of homologous new TE piRNAs that will then repress transposition (Brennecke et al., 2008). In support of this idea, exogenous sequences inserted into preexisting piRNA clusters lead to the production of matching piRNAs (de Vanssay et al., 2012; Hermant et al., 2015; Marie et al., 2017; Muerdter et al., 2012; Pöyhönen et al., 2012). The specificity of the efficient repression mediated by piRNAs appears to be determined solely by the piRNA cluster sequences. Thus, it raises the question of how piRNA cluster loci are themselves specified. Histone H3 lysine nine tri-methylation (H3K9me3) that is recognized by Rhino, a paralog of heterochromatin protein HP1 (Klattenhoff et al., 2009), is a shared feature of piRNA clusters. Enrichment of H3K9me3, however, is not specific to piRNA clusters and tethering Rhino onto a transgene leads to the production of piRNAs only when both sense and antisense transcripts are produced (Zhang et al., 2014). This suggests that neither H3K9me3 marks nor having Rhino-bound is sufficient to induce piRNA production. One current model proposes that piRNAs clusters are defined and activated at each generation by the deposition in the egg of their corresponding piRNAs from the mother (Huang et al., 2017). In support of this model, we previously described the first case of a stable transgenerational epigenetic conversion known as paramutation in animals (de Vanssay et al., 2012). This phenomenon was first described in plants and defined as *"an epigenetic interaction between two alleles of a locus, through which one allele induces a heritable modification of the other allele without modifying the DNA sequence"* (Brink, 1956; Chandler, 2007). In our previous study, we showed that an inactive non-producing piRNA cluster of *P* transgene insertions inherited from the father can be converted into a piRNA-producing cluster by piRNAs inherited from the mother (de Vanssay et al., 2012). This attractive model, however, does not answer the question of how the first piRNAs were produced.

To address this paradox, we used the same *BX2* cluster of seven *P(lacW)* transgenes, which resulted from multiple and successive *P(lacW)* transposition events, thus resembling the structure of natural piRNA clusters (Dorer and Henikoff, 1994). The key advantage of the *BX2* locus is that it can exist in two epigenetic states for the production of germline piRNAs: 1) the inactive state (*BX2^OFF^*) does not produce any piRNAs and thus is unable to repress the expression of homologous sequences, and 2) the active state (*BX2^ON^*) produces abundant piRNAs that functionally repress a homologous reporter transgene in the female germline (de Vanssay et al., 2012; Hermant et al., 2015). We therefore used *BX2* in an inactive state to search for conditions that would convert it into an active piRNA-producing locus, without pre-existing maternal piRNAs. In this report, we describe how culturing flies at high temperature, 29°C instead of 25°C, induces the conversion of an inactive *BX2* locus (*BX2^OFF^*) into a stable piRNA cluster exhibiting repression properties (*BX2^ON^*). It should be noted that flies in their natural habitat exhibit this range of temperature, especially in the context of global warming. These data provide the first report of a *de novo* piRNA cluster establishment independent of maternal inheritance of homologous piRNAs and highlight how environmental changes can stably induce transgenerational modification of the epigenome.

## Results

### Germline silencing induced at high temperature

Earlier studies of hybrid dysgenesis reported that high temperature enhances *P*-element repression (Ronsseray et al., 1984) and that thermic modification of *P* repression can persist over several generations (Ronsseray, 1986). Moreover, *P*-element repression in a strain carrying two *P*-elements inserted into a subtelomeric piRNA cluster can be stimulated by heat treatment (Ronsseray et al., 1991). Very recently, the tracking of natural invasion of *P* elements in *Drosophila simulans* confirmed the key role of high temperature in the establishment of repression through generations (Kofler et al., 2018). These results suggested that temperature may influence the activity of some piRNA clusters. To investigate whether high temperature (29°C) could affect the stability of *BX2* epialleles (*BX2^OFF^* and *BX2^ON^*) across generations, we generated flies carrying, on the same chromosome, each of the *BX2* epialleles and an euchromatic reporter transgene sharing *P* and *lacZ* sequences with *BX2* (made of seven *P(lacW)*, Figure 1—figure supplement 1A). This transgene promotes the expression of ß-Galactosidase both in the germline and in the somatic cells of the ovary and thus will hereinafter be referred to as '*P(TARGET)^GS^'* (Figure 1—figure supplement 1B). As was previously described (de Vanssay et al., 2012), at 25°C *BX2^OFF^* does not synthesize functional piRNAs complementary to *P(TARGET)^GS^* resulting in ß-Galactosidase expression in whole ovaries of *BX2^OFF^, P(TARGET)^GS^* lines (Figure 1A). Whereas in *BX2^ON^*, *P(TARGET)^GS^* lines, functional *lacZ* piRNAs are synthesized in the germline where they specifically repress the *P(TARGET)^GS^* ß-Galactosidase expression (Figure 1B). Both *BX2^OFF^, P(TARGET)^GS^* and *BX2^ON^, P(TARGET)^GS^* lines incubated at 25°C for 23 generations maintained their epigenetic state, showing that both epialleles are stable (Figure 1D, Supplementary file 1). At 29°C, the repression capacity of *BX2^ON^, P(TARGET)^GS^* lines remained stable through 25 generations. Among the *BX2^OFF^, P(TARGET)^GS^* lines, 24.7% of females analyzed during 25 generations showed a complete and specific germline ß-Galactosidase repression (n = 3812, Figure 1E and Supplementary file 1), suggesting a conversion of the *BX2^OFF^* epiallele into *BX2^ON^*. Interestingly, the appearance of females showing ß-Galactosidase repression was gradual and stochastic, resulting in a global frequency that increased with the number of generations (Supplementary file 1). To test whether the temperature-induced conversion was stable, a set of five lines showing full repression capacity after 23 generations at 29°C, obtained from an independent experiment, were transferred to 25°C and tested for their silencing capacities for several generations. In all cases, the silencing capacities of the *BX2^ON^* epiallele induced at 29°C remained stable during 50 additional generations at 25°C (Supplementary file 2). These stable *BX2^ON^* lines converted by high temperature were named hereafter *BX2^Θ^* (Greek theta for temperature) to distinguish them from the BX2* lines converted by maternally inherited piRNAs (de Vanssay et al., 2012). Taken together, our data show that *BX2^OFF^* can be functionally converted by high temperature (29°C), strongly suggesting that *de novo* piRNA production can occur in the absence of maternal inheritance of homologous piRNAs.

**Figure 1.**
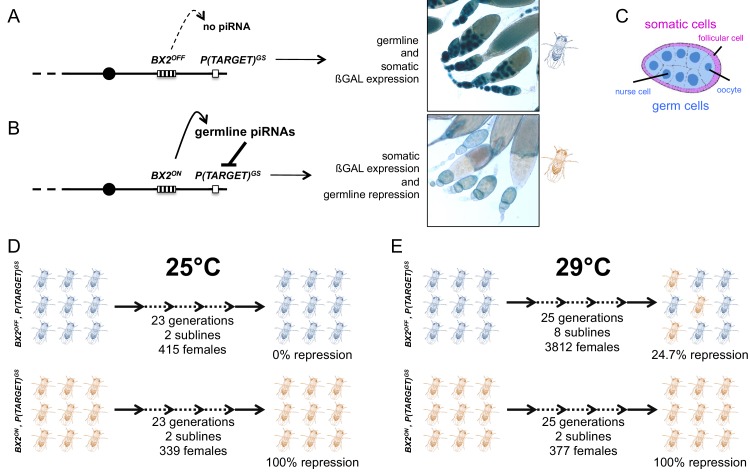
Functional assay of the *BX2* epigenetic state. Females carrying either one of the *BX2* epialleles and *P(TARGET)^GS^* were analyzed. (**A**) When *BX2* is OFF for production of piRNAs (*BX2^OFF^*), no repression of *P(TARGET)^GS^* occurs, allowing expression of ß-Galactosidase in both germline and in somatic lineages in ovaries (ß-Galactosidase staining). *BX2^OFF^* is illustrated by a blue fly. (**B**) When *BX2* is ON for production of piRNAs (*BX2^ON^*), repression of *P(TARGET)^GS^* occurs only in the germline lineage. *BX2^ON^* is illustrated by a light brown fly. (**C**) Drawing of an intermediate egg chamber showing germ cells (nurse cells and oocyte in blue) surrounded by somatic follicular cells (in pink), adapted from Figure 1A from Frydman and Spradling (2001). (**D**) At 25°C, *BX2^OFF^* and *BX2^ON^* are stable over generations. (**E**) At 29°C, *BX2^OFF^* can be converted into *BX2^ON^*, while *BX2^ON^* is stable over generations.

**Figure 1—figure supplement 1.**
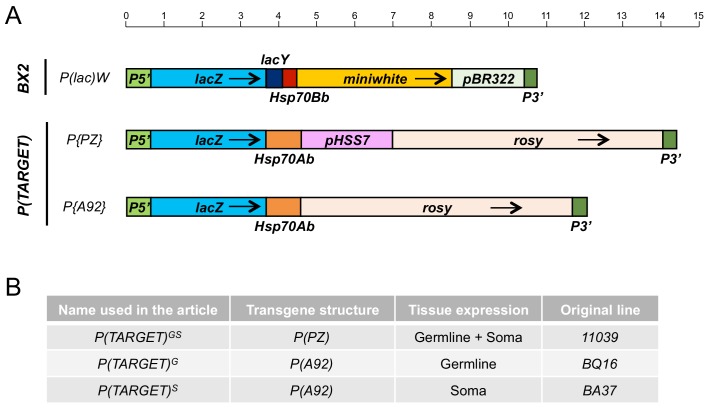
Schematic maps, drawn at scale, of the different transgenes used in this study. *BX2* is a cluster of seven *P(lac)W* insertion in tandem. *P(TARGET)* corresponds to euchromatic transgenes used as the reporter. The common transcribed sequence between *BX2* and *P(TARGET)* transgenes is 3547 bp long, from the transcription start at position 87 in *P5’* to the end of *lacZ* sequence. *Hsp70* sequences corresponds to transcription termination signal and are different between *P(lac)W* and *P(TARGET)* transgenes. A very few small RNAs matched these *Hsp70* sequences, and their number is not affected by temperature. Black arrows indicate transcription orientation. Upper scale is in kb.

**Figure 1—figure supplement 2.**
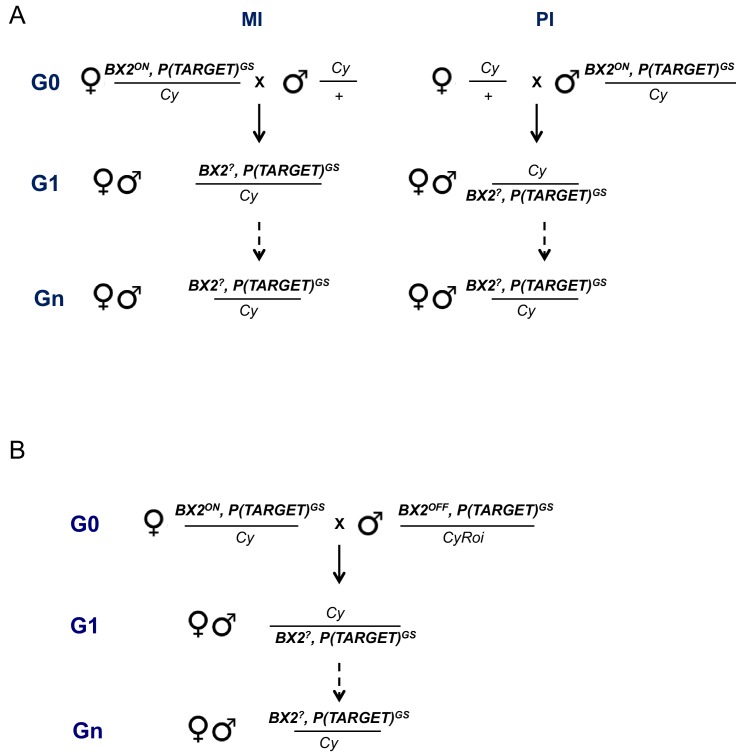
Maternal (A) and paramutagenic (B) effect of *BX2^ON^* lines. (**A**) Reciprocal crosses were performed at 25°C between *BX2^ON^*, *P(TARGET)^GS^* flies (either *BX2^Θ^* or BX2*) and flies carrying a balancer of the second chromosome (*Cy*). Lines were established with G1 individuals of maternal or paternal inheritance (named MI or PI, respectively) that carry the *BX2, P(TARGET)^GS^* chromosome, associated with *white*^+^ phenotype conferred by *BX2* transgenes, over *Cy* and maintained at 25°C. Silencing capacities of these lines were tested over generations by ovarian ß-Galactosidase staining (Supplementary file 3). (**B**) The capacity of maternally inherited *BX2^ON^* piRNAs to activate a *BX2^OFF^* cluster was tested as shown on the mating scheme. *BX2^ON^, P(TARGET)^GS^* females (either *BX2^Θ^* or BX2*) were crossed at 25°C with *BX2^OFF^, P(TARGET)^GS^* males and lines were established with G1 individuals which maternally inherited piRNAs and paternally inherited the *BX2* cluster. Lines were distinguished thanks to two distinct balancers, *Cy* and *CyRoi* that are devoid of transgenes and carrying different dominant markers. These lines were maintained at 25°C and their silencing capacities were tested over generations by intra-strain ovarian ß-Galactosidase staining (Supplementary file 4).

**Figure 1—figure supplement 3.**
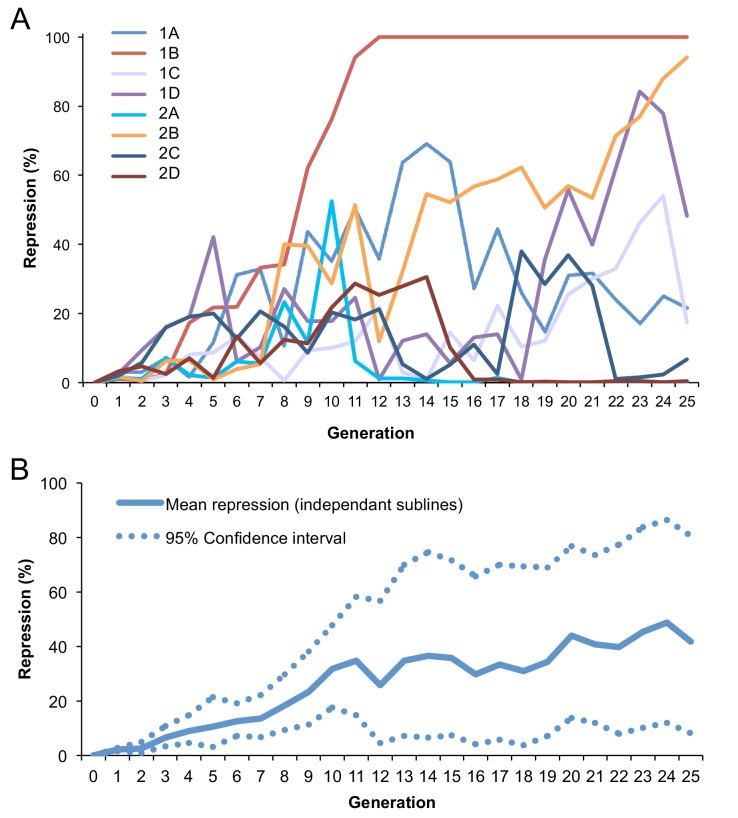
Dynamic of conversion across generations at 29°C. (**A**) Fraction of repression across generations for eight independent *BX2, P(TARGET)^GS^* lines incubated at 29°C. The fraction of repressed egg chambers was determined at each generation (Supplementary file 6). *BX2* conversion occurred in each line tested with various dynamics: one of them appears to be homogeneous and stable from the 12^th^ generation (1B) while others still fluctuate. 2A subline was lost at the 18th generation. (**B**) Mean repression and 95% confidence interval of repression frequency for the eight independent lines. Frequencies were modified (arcsine square root) prior to calculate means and confidence intervals. Data were then back transformed (sine-squared) for graphical representation.

### *BX2* lines converted by high temperature or by maternal homologous piRNA inheritance present identical functional and molecular properties

We further characterized the functional and molecular properties of *BX2^Θ^* activated by temperature and compared them to BX2* activated by maternal inheritance of homologous piRNAs. Firstly, we compared the maternal and paternal *BX2* locus inheritance effect of three *BX2^Θ^* lines and three BX2* at 25°C (Figure 1—figure supplement 2A). Maternal inheritance of either *BX2^Θ^* or BX2* loci leads to complete and stable repression of ß-Galactosidase expression (n flies = 152 and 159, respectively, Supplementary file 3), whereas paternal inheritance of either *BX2^Θ^* or BX2* loci, that is in absence of maternal piRNA deposition, results in ß-Galactosidase expression, and thus a definitive loss of *BX2* silencing capacities (n flies = 156 and 155, respectively, Supplementary file 3). Secondly, we previously showed that progeny with a paternally inherited *BX2^OFF^* locus and maternally inherited BX2* piRNAs, but lacking the maternally BX2* genomic locus, have 100% conversion (de Vanssay et al., 2012). This process of recurrent conversions of an allele that is heritable without DNA modification is known as paramutation, thus BX2* females are paramutagenic, that is able to trigger paramutation. To test this property on *BX2* lines converted by temperature, *BX2^Θ^* females were crossed with *BX2^OFF^* males. The progeny that inherited the paternal *BX2^OFF^* locus but not the maternal *BX2^Θ^* locus were selected and three independent lines were established (Figure 1—figure supplement 2B). Silencing measured over 20 generations revealed 100% of repression capacity showing that *BX2^Θ^* is also paramutagenic (n flies = 159, Supplementary file 4).

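The small RNA fraction was purified from dissected ovaries of 3 genotypes kept at 25°C and sequenced from TruSeq small RNA libraries, with 1 library per genotype, so that no value below has a replicate error and no test across genotypes was possible. The *BX2 OFF* and *BX2Θ* flies carried the *P(TARGET) GS* reporter, whereas the BX2* library, which had been analysed in an earlier study, came from flies without it, so that any comparison with BX2* also compares flies with and without the reporter. The authors trimmed the reads, aligned them with Bowtie to release 5.49 of the *D. melanogaster* genome, kept reads of 18–29 nt with at most 1 mismatch, and counted the reads that matched *P(lacW)* or the *42AB* cluster by length and strand, and by the position of the 5′ end. *P(lacW)* is the transgene that is repeated in tandem in *BX2*, within an intron of *AGO1*. In the deposited tables its coordinates run from 1 to 10690 and those of *42AB* from 1 to 247860. The number of reads that matched the genome was 16923421 in the *BX2 OFF* library, 18545573 in *BX2Θ* and 16242473 in BX2*, and the number that matched miRNA was 3621703, 3951462 and 3871488, respectively. The deposited values are reads multiplied by 1 factor per library, which scales them to 1000000 miRNA reads. Dividing by that factor gave whole reads for 100% of the values, and the levels below were computed from these reads and the library totals as reads per 1000000 miRNA reads (miRNA rpm). Levels by size class come from the tables of read lengths. The tables of positions give no read length and hold as many reads as the 18–29 nt tables, so that positions, profiles along the sequence and overlaps were computed on 18–29 nt reads. Intervals of shares and levels are 95% Wilson intervals. They cover counting error only, since PCR copies of a molecule are not independent.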

To determine whether the silencing capacities of *BX2^Θ^* involved piRNAs, small RNAs from *BX2^OFF^*, *BX2^Θ^* and BX2* ovaries were extracted and sequenced (Supplementary file 5). Unique reads matching the *P(lacW)* sequences were identified only in the *BX2^Θ^* and BX2* libraries (Figure 2A). Most of these small RNAs display all of the characteristics of *bona fide* germline piRNAs, that is a high proportion of 23–29 nt with a strong U bias on the first 5' nucleotide, an enrichment of a 10 nucleotide overlap between sense and antisense piRNAs, also known as the ping-pong signature, and a high proportion of reads with A at the tenth position among the 10 nt overlapped reads (Figure 2B–C) (Brennecke et al., 2007; Gunawardane et al., 2007). 

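In the *BX2Θ* library, 64503 reads of 18–29 nt matched *P(lacW)*, against 37221 in the BX2* library and 902 in the *BX2 OFF* library. Of these, 48495, 29053 and 403 reads were 23–29 nt long. The 23–29 nt level was 12273 miRNA rpm in *BX2Θ* (95% interval 12164 to 12382), 7504 in BX2* (7419 to 7591) and 111 in *BX2 OFF* (101 to 123). The level in *BX2Θ* was therefore 110 times that in *BX2 OFF* (100.0 to 122), and the level in BX2* was 67.4 times that in *BX2 OFF* (61.1 to 74.4). Between *BX2Θ* and BX2* the ratio was 1.64 (1.61 to 1.66). With these 23–29 nt reads scaled to the reads that matched the genome, this last ratio was 1.46. The 21 nt level was 3029 miRNA rpm in *BX2Θ* (2975 to 3084), 1511 in BX2* (1473 to 1550) and 112 in *BX2 OFF* (102 to 124). The *BX2 OFF* library thus held 407 reads of 21 nt, which were 45.1% of its 18–29 nt *P(lacW)* reads, compared to 18.6% in *BX2Θ* and 15.7% in BX2*. With 1 library per genotype, the spread between libraries of one genotype is not known.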

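Reads of 23–29 nt made up 75.2% of the 18–29 nt *P(lacW)* reads in *BX2Θ* and 78.1% in BX2*, compared to 44.7% in *BX2 OFF*. Antisense reads were 40.7% of the 23–29 nt reads in *BX2Θ* (95% interval 40.3 to 41.2) and 41.0% in BX2* (40.4 to 41.6), and these intervals overlap. For the ping-pong signature, pairs of sense and antisense reads were counted as the smaller of both read numbers for each overlap of 1 to 26 nt, and the z-score is the distance of one overlap from the mean of all overlaps in units of their SD. At 10 nt, 4205 pairs were counted in *BX2Θ*, with a z-score of 1.91 (0.598 to 3.02 in 1000 resamplings of 100 bp blocks). In BX2*, 2149 pairs gave a z-score of 2.28 (0.706 to 3.36). In both libraries the overlap of 10 nt had the highest z-score, followed by 25 nt in *BX2Θ* and by 23 nt in BX2*. In *BX2 OFF*, 11 pairs gave a z-score of 0.115 (-0.933 to 1.34), and the highest z-score was at 14 nt. The methods name overlaps of 1 to 29 nt, with which the z-scores were 1.93 in *BX2Θ* and 2.19 in BX2*. With overlaps of 1 to 26 nt and pairs counted as the product of both read numbers, they were 2.38 and 2.24. With each pair of positions counted once, which moved them most, they were 0.183 and 0.805.

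The profiles of *BX2Θ* and BX2* along *P(lacW)* were compared over 214 bins of 100 bp, with sense and antisense bins separate. Spearman's rho across bins was 0.916 (0.886 to 0.937 when bins were resampled) and Pearson's r was 0.881, where bins are not independent replicates. Before any scaling, *BX2Θ* had more reads than BX2* in 198 of the 214 bins. The most abundant sense position in *BX2Θ* was 1720, with 1196 reads or 3.24% of sense reads (3.07 to 3.43), and it held 338 reads in BX2*. The most abundant antisense position in *BX2Θ* was 2317, with 600 reads, and it held 198 reads in BX2*. In BX2*, the most abundant sense position was 1835, with 736 reads, and it held 927 reads in *BX2Θ*. The most abundant antisense position in BX2* was 461, with 481 reads or 3.02% of antisense reads (2.77 to 3.30). No read of *BX2Θ* had its 5′ end there, which allows a share of up to 0.0109% of antisense reads, whereas position 459 held 167 reads in *BX2Θ*. The base at the first and at the tenth position of the reads was not analysed here.

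**Figure D1:**
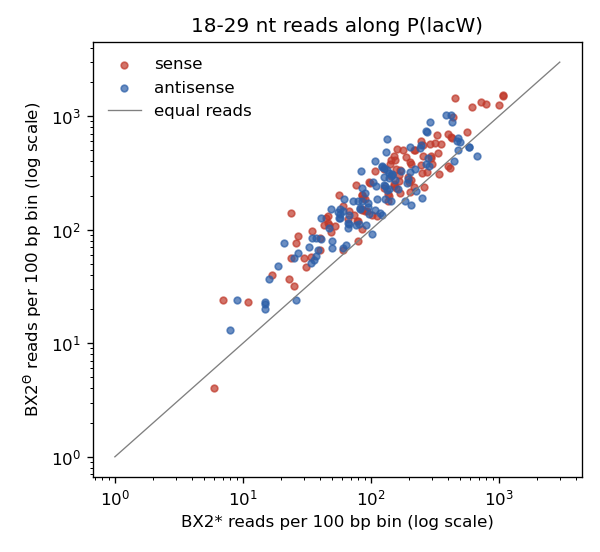
Number of 18–29 nt reads in *BX2Θ* (vertical axis) against BX2* (horizontal axis) in each 100 bp bin of *P(lacW)*, both on log scales, with sense bins in red and antisense bins in blue. The grey line marks equal read numbers, and 198 of the 214 bins lie above it.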

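The *42AB* piRNA cluster, which is active on both strands in the germline, was measured in the same libraries as a control for *BX2*. Its 23–29 nt level was 531613 miRNA rpm in *BX2 OFF* (95% interval 530907 to 532321), 495497 in *BX2Θ* (494841 to 496154) and 607809 in BX2* (607091 to 608528). The level in *BX2Θ* was 0.932 times that in *BX2 OFF*, and the level in BX2* was 1.14 times that in *BX2 OFF*. These intervals exclude equal levels in the libraries but hold no variation between libraries of one genotype. Scaling to the reads that matched the genome moved the ratio of BX2* to *BX2 OFF* to 1.27. Antisense reads were 48.8% of the 23–29 nt reads in *BX2 OFF*, 48.6% in *BX2Θ* and 48.1% in BX2*. The ping-pong z-score at 10 nt was 4.49 in *BX2 OFF* (4.26 to 4.62 in resamplings of 1000 bp blocks), 4.53 in *BX2Θ* (4.34 to 4.65) and 4.55 in BX2* (4.38 to 4.65). The z-score of 1 among 26 overlaps cannot exceed 4.90, so that values this near to the limit hardly separate the libraries. The pairs behind them were 130184 in *BX2 OFF*, 136466 in *BX2Θ* and 139663 in BX2*, against a mean over all overlaps of 60674, 63506 and 61222. With each pair of positions counted once, the z-score was 0.878, 1.08 and 0.996. Over 496 bins of 1000 bp on both strands, Spearman's rho was 0.988 between *BX2 OFF* and *BX2Θ*, 0.977 between *BX2 OFF* and BX2* and 0.972 between *BX2Θ* and BX2*.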

As a control, the *42AB* piRNA cluster, a canonical germline dual-strand piRNA cluster, presented no significant difference between the three genotypes (Figure 2—figure supplement 1). Therefore, these results show that high temperature can initiate piRNA production from *BX2* naive sequences (*BX2^OFF^*) and strongly suggest that once a piRNA cluster is activated for piRNA production, the 'ON' state is maintained at each generation by maternal inheritance of piRNAs.

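When only reads of 24–29 nt were counted, the level at *P(lacW)* in *BX2Θ* was 112 times that in *BX2 OFF* (95% interval 101 to 123), whereas the level at *42AB* was 0.935 times that in *BX2 OFF* (0.933 to 0.937). For BX2* and *BX2 OFF*, the ratios were 67.2 at *P(lacW)* and 1.13 at *42AB*. The paper reasons that small RNAs with the length, the base biases and the ping-pong signature of germline piRNAs matched *P(lacW)* in *BX2Θ* and BX2*. It adds that *42AB* served as a control that did not differ between the genotypes. From this it concludes that high temperature can start piRNA production from *BX2* sequences that had been inactive. It proposes that the active state is then kept by piRNAs inherited from the mother. Its crosses also bear on this, since silencing was kept after maternal inheritance of the locus and lost after paternal inheritance.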

**Figure 2.**
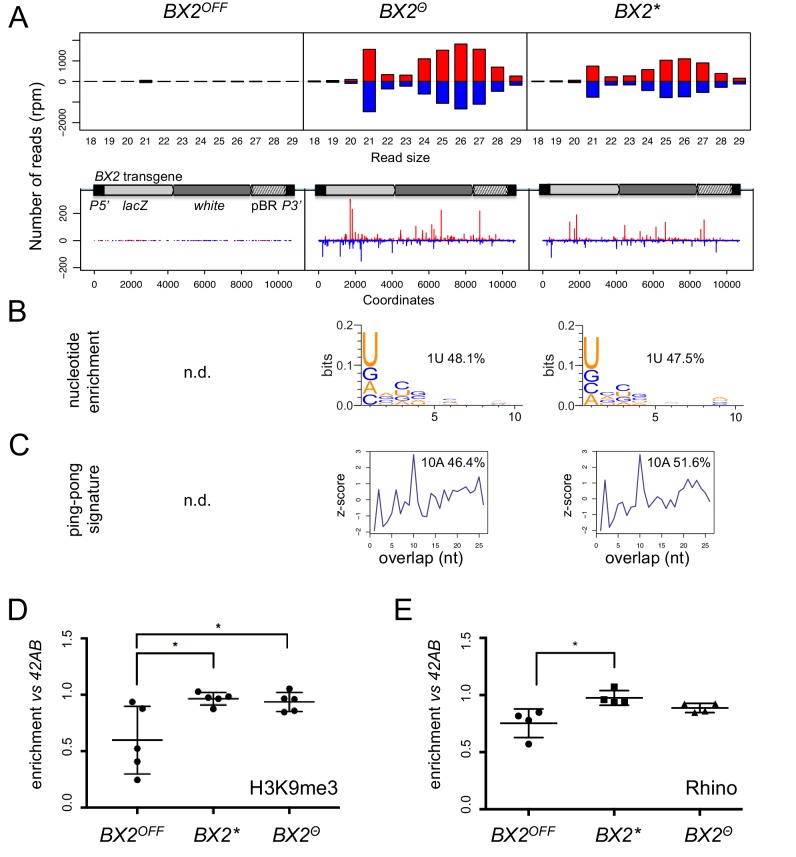
*BX2^Θ^* and BX2* produce piRNAs and are enriched in H3K9me3. (**A**) Size distribution of ovarian small RNAs matching *BX2* transgene sequences reveals that both *BX2^Θ^* and BX2* but not *BX2^OFF^* produce 21 nt siRNAs and 23–29-nt piRNAs (upper panels, pBR = backbone plasmid pBR322). Positive and negative values correspond to sense (red) and antisense (blue) reads, respectively. Unique 23–29 nt mappers are shown on the *BX2* transgene sequences (lower panels). (**B**) Percentage of 23–29 nt small RNAs from *BX2^Θ^* and BX2* matching transgene sequence with a U at the first position are shown. n.d.: not determined due to low number of reads. (**C**) Relative frequency (z-score) of overlapping sense-antisense 23–29 nt RNA pairs reveals an enrichment of 10 nt overlapping corresponding to the ping-pong signature. (**D**) H3K9me3 and (**E**) Rhino binding on the *BX2* transgene in ovaries of *BX2^OFF^*, *BX2^Θ^* and BX2* strains revealed by chromatin immunoprecipitation (ChIP) followed by quantitative PCR (qPCR) on specific *white* sequences. In both ‘ON’ strains, *BX2^Θ^* and BX2*, H3K9me3 and Rhino levels over the transgene are very similar and higher than in the *BX2^OFF^* strain (unpaired *t*-test was used to calculate significance of the differences (p<0.05, n = 5).

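Within the 23–29 nt reads that matched *P(lacW)*, 26 nt was an abundant length, at 1819 miRNA rpm for sense and 1331 for antisense reads in *BX2Θ*, and at 1101 and 746 in BX2*. In *BX2 OFF*, 44 sense and 58 antisense reads of 26 nt were counted, or 12.1 and 16.0 miRNA rpm. Antisense reads were 48.5% of the 21 nt reads in *BX2Θ* (95% interval 47.6 to 49.4), 50.6% in BX2* (49.3 to 51.9) and 51.1% in *BX2 OFF* (46.3 to 55.9).

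The paper states that *P(lacW)* shares a transcribed sequence of 3547 bp with the reporter, which starts at position 87 of the 5′ *P* sequence and ends with *lacZ*. Positions 87 to 3633 were taken as this part, on the assumption that the paper's numbering is that of the deposited positions. In this part, the level of 18–29 nt reads was 6810 miRNA rpm in *BX2Θ*, 3298 in BX2* and 106 in *BX2 OFF*. From position 3634 to the end of *P(lacW)*, it was 9473, 6300 and 142. The shared part held 41.7% of the *P(lacW)* reads in *BX2Θ* (41.3 to 42.1), 34.3% in BX2* (33.8 to 34.8) and 42.7% in *BX2 OFF* (39.5 to 45.9). The BX2* flies lack the reporter, so that the difference between *BX2Θ* and BX2* in this part is also a difference between flies with and without it.

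**Figure D2:**
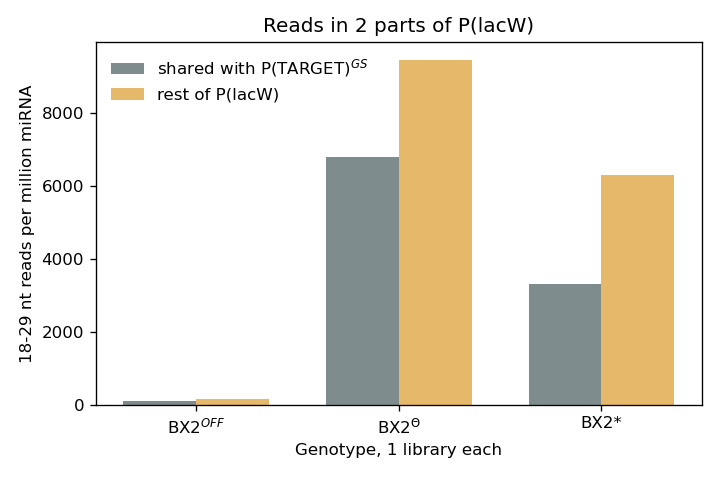
Level of 18–29 nt reads in miRNA rpm (vertical axis) in the part of *P(lacW)* that is shared with *P(TARGET) GS* (grey bars) and in the rest of *P(lacW)* (yellow bars), for 1 library of each genotype. The grey bar is at 6810 in *BX2Θ* and 3298 in BX2*, and the yellow bar at 9473 and 6300.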

**Figure 2—figure supplement 1.**
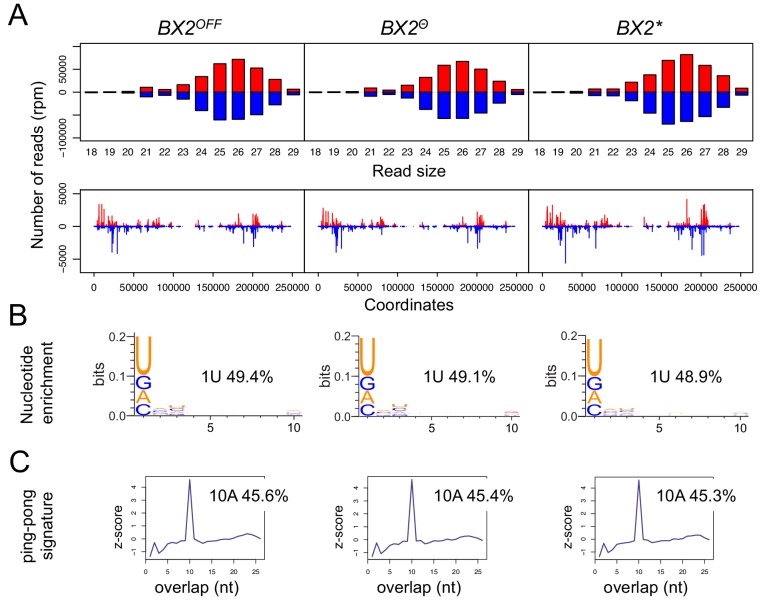
*42AB* piRNA production is not altered in different *BX2* epigenetic contexts. (**A**) The size distribution and alignments of unique reads that match the *42AB* piRNA cluster show that all genotypes produce similar profile of small RNAs corresponding to *42AB* sequence (upper panels). Unique 23–29 nt mappers are shown on the *42AB* sequence (lower panels). Positive and negative values correspond to sense (red) and antisense (blue) reads, respectively. (**B**) Percentage of 1U-containing small RNAs from each genotype that match *42AB* sequence. (**C**) Relative frequency (z-score) of overlapping sense-antisense 23–29 nt RNA pairs reveals an enrichment of 10-nucleotides overlapping small RNAs, which corresponds to the ping-pong signature.

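At *42AB*, 2075646 reads of 18–29 nt were counted in *BX2 OFF*, 2093549 in *BX2Θ* and 2499783 in BX2*. Reads of 23–29 nt were 92.8% of them in *BX2 OFF*, 93.5% in *BX2Θ* and 94.1% in BX2*. The level of 26 nt sense reads was 72026 miRNA rpm in *BX2 OFF*, 67356 in *BX2Θ* and 82200 in BX2*. The level of 21 nt reads was 21035 miRNA rpm in *BX2 OFF*, 18133 in *BX2Θ* and 14528 in BX2*, and these were 3.67%, 3.42% and 2.25% of the 18–29 nt reads. The most abundant antisense position of the cluster was 29252 in *BX2 OFF* and BX2*, with 15014 and 21729 reads, and 22565 in *BX2Θ*, with 15621 reads. The most abundant sense position was 9776 in *BX2 OFF* with 12194 reads, 6234 in *BX2Θ* with 11062 reads and 182103 in BX2* with 16042 reads. Position 182103 held 6967 reads in *BX2 OFF* and 5709 reads in *BX2Θ*.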

**Figure 2—figure supplement 2.**
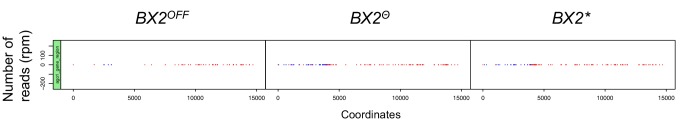
The *AGO1* gene region does not produce piRNA by itself. Alignments of unique 23–29 nt reads that match the *AGO1* gene region (from nucleotide 13943387 to 13958089 on the 2R chromosome) show that all genotypes produce no significant levels of piRNAs. Compare this result to that of piRNAs matching *BX2* sequences (Figure 2, same y-axis scale). Positive and negative values correspond to sense (red) and antisense (blue) reads, respectively. This observation demonstrates that the *AGO1* gene region is not a natural piRNA producing locus.

**Figure 2—figure supplement 3.**
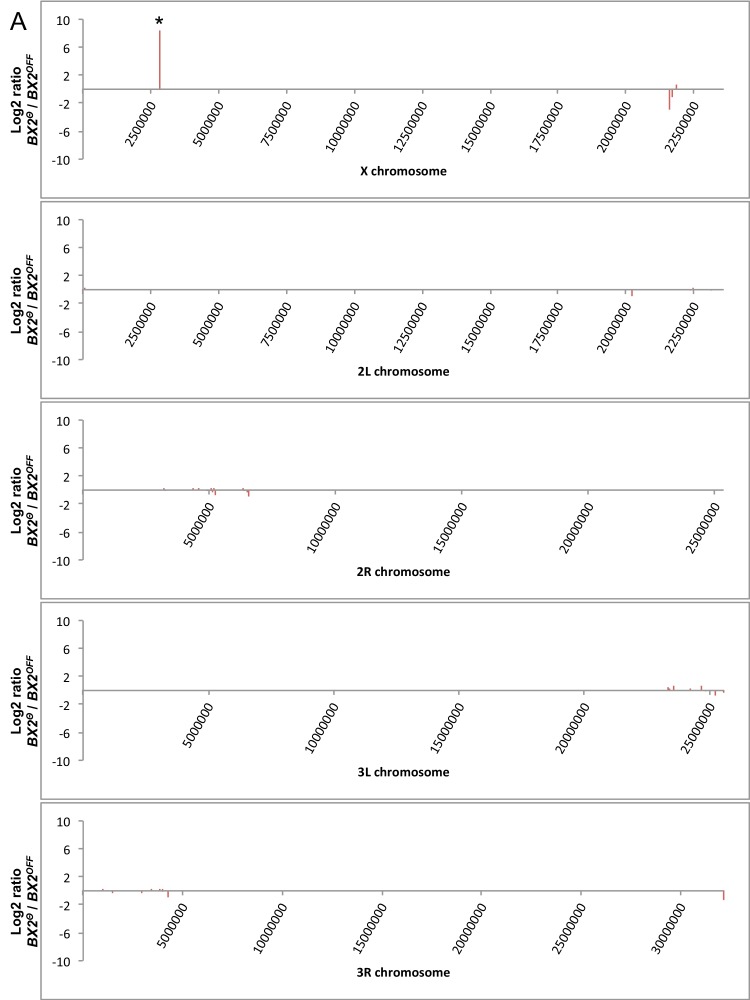
Mapping the genome for regions stably producing new piRNAs. (**A**) Unique piRNAs matching *Drosophila* chromosomes were kept only if they correspond to specific positions in *BX2^Θ^* compared to *BX2^OFF^*. The number of reads per specific positions was then resampled per windows of 50 kilobases. Background noise was reduced by considering only regions that match more than five reads per kilobase on average on both libraries. Log2 ratio of the number of specific reads from *BX2^Θ^* as compared to those from *BX2^OFF^* was plotted along chromosomes (50 kb window). Only one region on the *X* chromosome presents a high increase (log2 ratio >8.5, marked by an asterisk). (**B**) These small RNAs match exons of the *white* gene and correspond to piRNAs produced by *P(lacW)* transgenes corresponding to the *BX2^Θ^* locus. No other regions than *BX2* stably produce new piRNAs.

*BX2* is inserted into the first intron of the *AGO1* gene (de Vanssay et al., 2012) and we looked at the piRNA production from this region in the different *BX2* epigenetic contexts. No significant amount of piRNAs coming from the *AGO1* gene region can be detected whatever the *BX2* state (Figure 2—figure supplement 2). These findings indicate that the *AGO1* gene region is not a natural piRNA cluster. To test whether other non-piRNA producing genomic loci have started to produce piRNAs following high temperature treatment, we looked for specific piRNAs (23–29 nt) matching at unique positions on *Drosophila* chromosomes and compared them between *BX2^Θ^* and *BX2^OFF^*. The reads were then resampled per 50 kilobases windows. To eliminate background noise, only regions that produced more than five piRNAs per kilobase on average in both libraries were considered. Only exons of the *white* gene present in the *P(lacW)* transgenes of *BX2* showed differential piRNA expression (log2 ratio >8.5, Figure 2—figure supplement 3). This analysis revealed that the activation of piRNA production after thermic treatment is restricted to the *BX2* locus, suggesting that all other loci able to produce piRNAs are already active.

Previous studies had suggested that the chromatin state plays a role in the differential activity of *BX2* (Le Thomas et al., 2014). We therefore profiled H3K9me3 marks and Rhino binding on the *P(lacW)* transgene in ovaries from *BX2^OFF^*, *BX2^Θ^* and BX2* strains by chromatin immunoprecipitation (ChIP) followed by quantitative PCR (qPCR). In both strains *BX2^Θ^* and BX2*, H3K9me3 and Rhino were similarly enriched over the *P(lacW)* transgene compared to the *BX2^OFF^* strain, significantly for H3K9me3 (Figure 2D–E). Taken together, these results show that *de novo* activation of *BX2^OFF^* by 29°C treatment (*BX2^Θ^*) or paramutation by maternal inheritance of homologous piRNAs (BX2*) lines leads to similar functional and molecular properties.

### Epigenetic conversion at 29°C occurs at a low rate from the first generation

To explain the low occurrence and the generational delay of *BX2* conversion at 29°C (Supplementary file 1), we propose that conversion is a complete but rare event occurring in a small number of egg chambers at each generation. Under this hypothesis, the sampling size of tested females should be crucial to observe such stochastic events. We therefore increased the number of analyzed females raised at 29°C during one generation. For this, eggs laid by females maintained at 25°C carrying the *P(TARGET)^GS^* reporter transgene and the *BX2^OFF^* locus were collected during three days. These eggs were then transferred at 29°C until adults emerged (Figure 3A). To follow their offspring, we individually crossed 181 G1 females with two siblings and let them lay eggs for three days at 25°C. These 181 G1 females were then stained for ß-Galactosidase expression. Strikingly, repression occurred only after one generation at 29°C in a few of the egg chambers of 130 G1 females (≈2.7% of the estimated total number of G1 egg chambers n≈21700, Figure 3B, right panel). These results support our hypothesis whereby epigenetic conversion of *BX2^OFF^* into *BX2^Θ^* is an instantaneous and complete event occurring at a low frequency per egg chamber and at each generation that is kept at 29°C.

**Figure 3.**
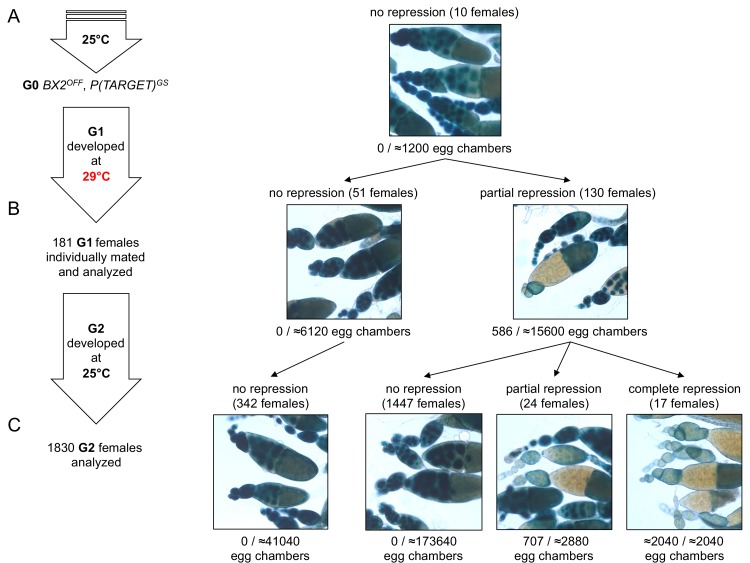
*BX2* conversion at 29°C occurs in one generation at a low rate. (**A**) G0 females carrying the *P(TARGET)^GS^* reporter and *BX2^OFF^* laid eggs at 25°C during three days. The *BX2^OFF^* state of these females was confirmed after the three days at 25°C by ß-Galactosidase staining (number of egg chambers ≥ 1200). (**B**) Their eggs were allowed to develop at 29°C until emergence of the next generation. G1 females (n = 181) were individually mated with two siblings and left to lay for three days at 25°C. G1 females were then individually stained for ß-Galactosidase expression. Strikingly, 130 females (71.8%) show ß-Galactosidase repression in some egg chambers (586 among ≈21700 - estimation of the total egg chamber number among 181 females). The *BX2^OFF^* into *BX2^ON^* conversion frequency is ≈2.7%. (**C**) Analysis of each G1 female progeny developed at 25°C by ß-Galactosidase staining. The progeny of the 51 G1 females that did not present repression maintained *BX2^OFF^* state (n flies = 342). Most of the progeny of the 130 G1 females presenting conversion show no repression (97.2%, n flies = 1488) while 41 females present partial (n = 24) or complete (n = 17) repression of the germline expression of ß-Galactosidase.

**Figure 3—figure supplement 1.**
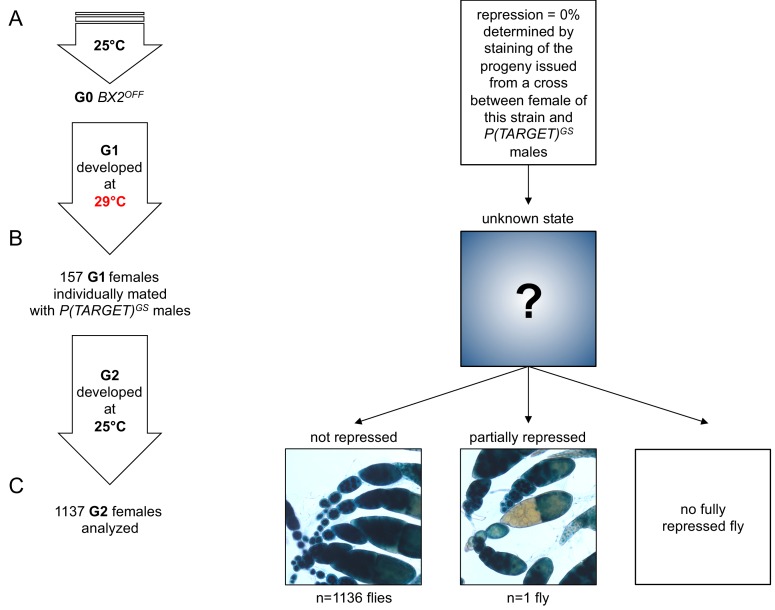
No *BX2* conversion at 29°C without the *P(TARGET)^GS^* reporter transgene. This experiment is similar to the one in Figure 3, except that *P(TARGET)^GS^* is absent in these flies incubated at 29°C. (**A**) The *BX2^OFF^* state of G0 females was confirmed by staining the progeny of a cross between females from this strain and *P(TARGET)^GS^* males. G0 females maintained at 25°C lay eggs at 25°C during three days. (**B**) Eggs were then transferred at 29°C until emergence of the next generation. 157 G1 females were individually mated with two siblings and left to lay for three days at 25°C. It was not possible to know the epigenetic state of *BX2* in these females because of the absence of a reporter transgene. (**C**) Analysis of the progeny of G1 females reveals that only one female among 1137 presents a partial repression (only one ovariole). Complete repression was never observed.

**Figure 3—figure supplement 2.**
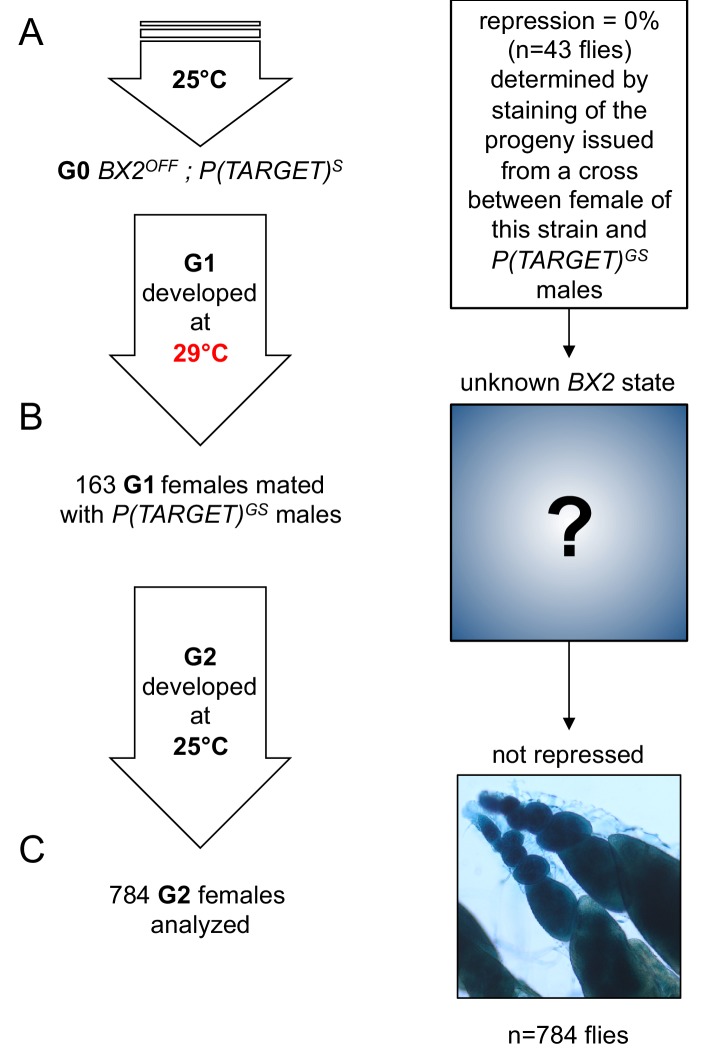
No *BX2* conversion at 29°C with a transgene that is not expressed in the germline. This experiment is similar to the one in Figure 3, except that *P(TARGET)^GS^* has been replaced by *P(TARGET)^S^* expressed only in the somatic cells surrounding the germ cells. (**A**) The *BX2^OFF^* state of G0 females was confirmed by staining the progeny of a cross between females from this strain and *P(TARGET)^GS^* males. G0 females maintained at 25°C lay eggs at 25°C during three days. (**B**) Eggs were then transferred at 29°C until emergence of the next generation. 163 G1 females were mated *en masse* with males bearing *P(TARGET)^GS^* and left to lay for three days at 25°C. It was not possible to know the epigenetic state of *BX2* in these females because of the absence of a germinally-expressed reporter transgene. (**C**) Analysis of the progeny of G1 females reveals that no repression was observed among 784 analyzed flies (≈94080 estimated egg chambers).

**Figure 3—figure supplement 3.**
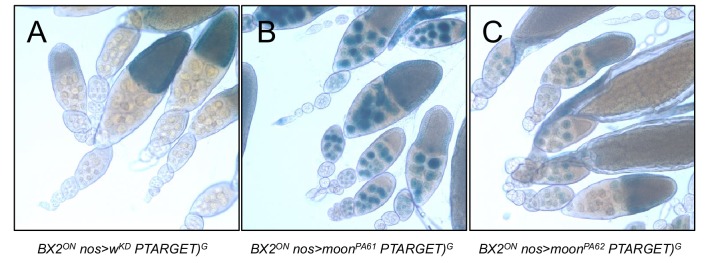
*BX2^ON^* silencing depends on *moonshiner*. ß-Galactosidase staining of ovaries from females harboring *BX2^ON^*, *P(TARGET)^G^*, the *nosGAL4* driver and a RNAi against the *white* gene as a control (**A**) or a RNAi against *moonshiner* (*moon^PA61^* and *moon^PA62^*, B and C, respectively). Both of the *moon* knockdown lines affect the silencing induces by *BX2^ON^* showing that *moonshiner* is required for the *BX2^ON^* state.

To test the stability of the epigenetic *BX2^Θ^* states observed in G1 females, offspring daughters (G2) were raised at 25°C and their ovaries examined for ß-Galactosidase expression. Among G2 females, partial (n = 24) or complete (n = 17) repression of ß-Galactosidase expression in the germline was observed only in the progeny of those 130 G1 females in which partial repression was previously detected (Figure 3C). The proportion of 2.2% of converted G2 females (41/1830) is reminiscent with the proportion of repressed egg chambers observed in G1. The progeny of the 51 G1 females that did not present repression (Figure 3B left panel) did not show spontaneous conversion (Figure 3C). Taken together, these observations strongly suggest that newly converted *BX2^ON^* egg chambers give rise to adult females with complete or partial silencing capacities. The low conversion rate observed in thousands of flies after one generation raised at high temperature and its stability through the next generation might explain the apparent delay of *BX2^ON^* conversion of dozens of flies continuously raised at 29°C observed in the first set of experiments (see Figure 1E and Supplementary file 1). We more finely analyzed the silencing capacities of eight independent *BX2^OFF^* lines throughout generations at 29°C (Supplementary file 1) by monitoring *P(TARGET)^GS^* repression in each egg chamber instead of whole ovaries (Supplementary file 6). *BX2* conversion occurred in each tested line with various dynamics (Figure 1—figure supplement 3A), likely reflecting a genetic drift due to the low conversion occurrence coupled to an important sampling effect at each generation. Globally, the mean of repression frequencies seems to indicate a progressive increase of *BX2* conversion over generations (Figure 1—figure supplement 3B). Altogether, our results illustrate how environmental modifications like high temperature experienced during one generation might stably modify the epigenome of the future ones. Such a newly acquired epigenetic state may spread in a given population within a few generations.

### High temperature increases *BX2* antisense RNA but not piRNAs

Previously, we showed that *BX2^OFF^* and *BX2^ON^* produce similar amounts of sense and antisense transcripts (de Vanssay et al., 2012). However, these transcripts do not lead to ß-Galactosidase expression in the germline nor piRNA production in the *BX2^OFF^* line. We wondered if high temperature might change the RNA steady-state level of *BX2*. To ensure that we were detecting RNA specifically from *BX2*, qRT-PCR experiments targeting the *lacZ* gene were carried out on ovarian RNA extracted from the *BX2^OFF^* line that did not contain *P(TARGET)^GS^*. We observed a significant increase in the steady-state *BX2* RNA levels at 29°C compared to 25°C (Figure 4A). Remarkably, strand-specific qRT-PCR experiments revealed that only *BX2* antisense transcripts, corresponding to antisense *lacZ* transcripts, increase at 29°C (Figure 4B). As *BX2* is inserted into the *AGO1* gene in a convergent transcription manner (de Vanssay et al., 2012), Figure 4C), we compared *AGO1* steady-state RNA level at 29°C and 25°C. *AGO1* transcript isoforms that are initiated upstream the *BX2* insertion point are significantly increased at 29°C (Figure 4D and Figure 4—figure supplement 1A–B). Thus, it is possible that, at 29°C, an increase of transcription from the *AGO1* promoters located upstream the *BX2* insertion point could lead to an increase of *BX2* antisense RNA transcription.

**Figure 4.**
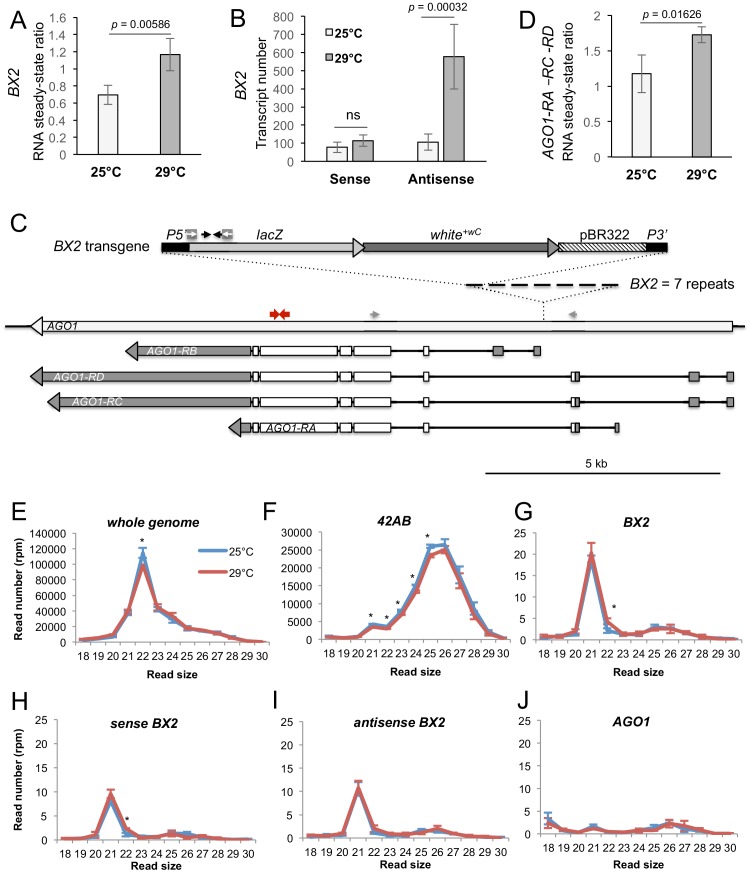
*BX2^OFF^* antisense RNA increase at 29°C. (**A**) RT-qPCR experiments revealed that the steady-state level of ovarian *lacZ* RNAs from *BX2* is more abundant at 29°C (n = 5) compared to 25°C (n = 6). (**B**) Sense-specific RT-qPCR experiments revealed that only antisense transcripts from *BX2*, corresponding to antisense *lacZ* transcripts, are increased (25°C n = 6, 29°C n = 4). Significant *p*-values are given (bilateral Student's *t*-test). ns: not significant. (**C**) Map of the *BX2* locus containing seven *P(lacW)* transgenes inserted into the *AGO1* gene. *P(lacW)* and *AGO1* are drawn to scale. The *lacZ* gene contained in *P(lacW)* and *AGO1* are transcriptionally in opposite directions. Black arrows show *lacZ* primers used for (**A**) and (**B**) experiments. White arrows show primers used for sense-specific reverse transcription in (**B**) experiment. Grey arrows show *AGO1* primers used for (**D**) experiment: these primers are specific for *AGO1* transcripts (RA, RC and RD) that originate from promoters located upstream the *BX2* insertion point and, thus, are potentially convergent to *BX2*. Red arrows show primers used to measure steady-state of all *AGO1* isoforms (see Figure 4—figure supplement 1D). (**D**) RT-qPCR experiments performed on flies devoid of *P(lacW)* transgenes (*w^1118^* context) revealed that the steady-state level of ovarian *AGO1-RA, -RC* and *-RD* RNA isoforms is more abundant at 29°C (n = 5) compared to 25°C (n = 6). (**E–I**) To compare small RNAs at 25 *versus* 29°C, total RNAs were extracted from *BX2^OFF^* ovaries dissected from adults incubated at 25°C or 29°C. Three samples were tested for each temperature. Small RNAs from 18 to 30 nt were deep sequenced. For each library, normalization has been performed for 1 million reads matching the *Drosophila* genome (rpm, Supplementary file 7). Size distributions of unique reads that match reference sequences are given. (**E**) Small RNAs matching the *Drosophila* genome present similar profiles in both temperatures except for 22 nt RNAs that are more represented at 25°C. (**F**) The 21 to 25 nt reads matching the *42AB* piRNA cluster that range from 21 to 25 nt are slightly more abundant at 25°C. (**G**) Strikingly, almost only 21 nt RNAs match *BX2* sequence. They are equally distributed among sense (**H**) and antisense (**I**) sequences at both temperatures. (**J**) No small RNAs corresponding to the *AGO1* gene can be detected whatever the temperature. *=p < 0.05, bilateral Student's *t*-test.

**Figure 4—figure supplement 1.**
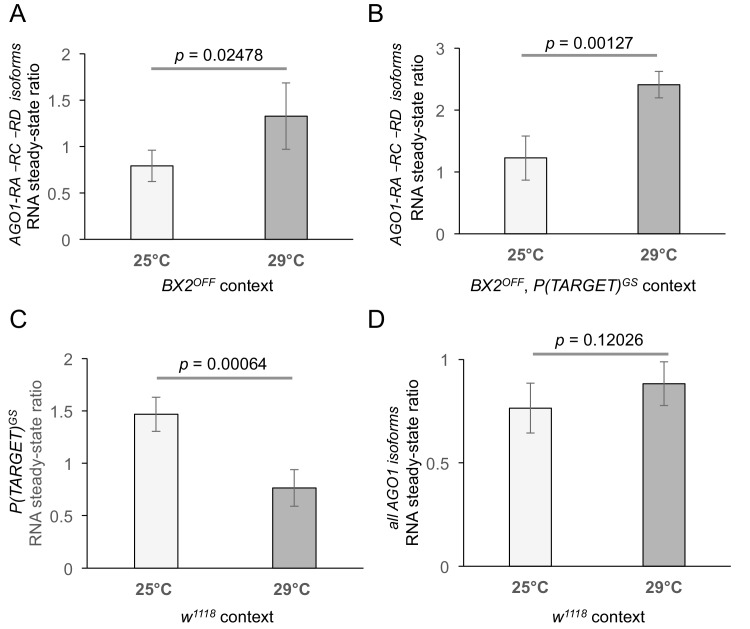
Complementary RNA steady-state measurements by quantitative RT-PCR. (**A, B**) Measurement of *AGO1* RNA at 25°C and 29°C in different genetic contexts. (**A**) *BX2^OFF^* flies at 25°C (n = 6) and 29°C (n = 4). As in the *w^1118^* background experiment (shown in Figure 4D), the amount of *AGO1* transcripts is increased at 29°C. (**B**) Same as (**A**) except that RNA was extracted from flies carrying *BX2^OFF^* and *P(TARGET)^GS^*. Again, the amount of *AGO1* transcripts is increased at 29°C (n = 4) compared to 25°C (n = 4). (**C**) The amount of *P(TARGET)^GS^* transcripts is decreased at 29°C compared to 25°C. RT-qPCR experiments performed on total RNA extracted from ovaries of flies containing only *P(TARGET)^GS^* transgene in *w^1118^* context revealed that the steady-state level of *lacZ* RNA from *P(TARGET)^GS^* is less abundant at 29°C (n = 6) compared to 25°C (n = 3). (**D**) Total steady-state *AGO1* RNA was measured in *w^1118^* context at 25°C (n = 6) and 29°C (n = 5) using a set of primers located downstream the *BX2* insertion point (represented as red arrows on Figure 4C). A slight but non significant difference is observed. *p*-value are given (bilateral Student's *t*-test).

We then examined whether the increase of *BX2* antisense RNAs leads to an increase of antisense small RNAs. 

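To compare both temperatures in *BX2 OFF* flies without *P(TARGET) GS*, 3 ovarian small RNA libraries were made at 25°C and 3 at 29°C. Between 31359878 and 32885973 reads per library matched the genome at 25°C, with a median of 31987242, and between 26932299 and 36450841 at 29°C, with a median of 31476903. The tables used here hold the 23–29 nt reads of these libraries that matched *P(lacW)*, by length and strand and by the position of the 5′ end. The authors multiplied the reads of each library by the smallest genome-matched total of the 6 libraries divided by the library's own total. Dividing by this factor gave whole reads for 100% of the values, and levels were then computed as reads per 1000000 reads that matched the genome (Dmel rpm). The methods state that maps were made from uniquely aligned reads, and the legend of Figure 4 that the size distributions are of unique reads. The library names in these tables are marked mul, where those of the first experiment are marked uni, and the tables do not explain either mark. Reads of 21 nt, reads that matched *42AB* and reads of the whole genome in these 6 libraries were not analysed here. Both groups were compared with exact two-sided permutation tests of the difference in means, for which 3 libraries against 3 give no p below 0.1.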

Ovarian small RNAs (18 to 30 nucleotides) of *BX2^OFF^* flies (without *P(TARGET)^GS^*) raised at 25°C and at 29°C for one generation were sequenced and the read numbers normalized (Supplementary file 7). A slight, yet statistically significant, decrease is observed at 29°C for small RNAs matching the whole genome (Figure 4E) and for the *42AB* piRNA cluster (Figure 4F). 

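In *BX2 OFF* without *P(TARGET) GS*, reads of 23–29 nt that matched *P(lacW)* were counted in each of the 6 libraries, between 325 and 372 reads at 25°C and between 271 and 438 reads at 29°C. The level was 10.7 ± 0.967 Dmel rpm at 25°C and 10.5 ± 1.37 at 29°C (SD, n = 3 libraries each). The difference of -0.263 was smaller than either SD (exact permutation test, two-sided, p = 0.7). Its direction depended on the scaling and on single libraries. Scaled to 1000000 miRNA reads, it was 0.338 (p = 0.9 in the same exact test), and it was 0.295 without library GRH162 of 25°C and 0.293 without library GRH163 of 29°C. Sense reads were at 5.00 ± 0.672 at 25°C and 4.03 ± 0.884 at 29°C (SD, n = 3 each, exact p = 0.2). Antisense reads were at 5.75 ± 0.809 at 25°C and 6.45 ± 0.608 at 29°C (SD, n = 3 each, exact p = 0.4). In 14 classes of length and strand, limma on log2(Dmel rpm + 1) found 0 classes with a Benjamini-Hochberg adjusted p under 0.05 and 1 class with an unadjusted p under 0.05. This class was 26 nt sense, with a log2 fold change of -0.56 at 29°C (standard error 0.19, adjusted p = 0.0566 from limma), and with a pseudocount of 0.1 its log2 fold change was -1.15 (adjusted p = 0.432 from limma). Log2 fold changes on this scale understate the change of low values. The reads lay on 68 to 100 positions per library, with between 3.35 and 4.42 reads per position.

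**Figure D3:**
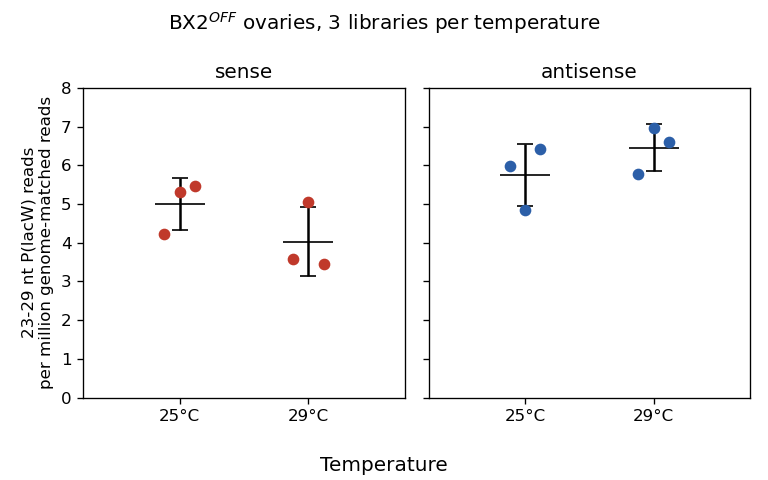
Sense (left, red) and antisense (right, blue) 23–29 nt *P(lacW)* reads in Dmel rpm (vertical axis) at 25°C and 29°C. Each point is 1 of 3 libraries, and the lines show the mean ± SD, which is 5.00 ± 0.672 and 4.03 ± 0.884 for sense reads and 5.75 ± 0.809 and 6.45 ± 0.608 for antisense reads.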

Strikingly, no piRNAs were produced from the *BX2* locus at 25°C nor after one generation at 29°C. Thus, the increase of *BX2* antisense transcripts observed at 29°C (Figure 4B) did not correlate with an increase of corresponding antisense piRNAs. At 25°C and 29°C, *BX2^OFF^* produced the same low amount of 21 nt small RNAs, equally distributed between sense and antisense (Figure 4G,H,I), suggesting that *BX2* transcripts are processed into siRNAs. These results confirm that *AGO1* is not a piRNA producing locus (as shown in Figure 2—figure supplement 2) and showed that, at 29°C, *AGO1* is still not producing small RNAs (Figure 4J). These data indicate that 21 nt small RNA production was restricted to *BX2* sequences.

### Heat conversion requires a transcribed homologous sequence in trans

Quantitative RT-PCR experiments described above were carried out on flies bearing only the *BX2* locus while all conversion experiments at 29°C were done with flies bearing the *BX2* and the *P(TARGET)^GS^* locus. Interestingly, the amount of *P(TARGET)^GS^* transcripts is affected by temperature but in the opposite way to *BX2,* as less transcripts were measured at 29°C compared to 25°C (Figure 4—figure supplement 1C). We next asked whether the *P(TARGET)^GS^* transgene could participate in the conversion process of *BX2*. For this, 'heat-activated-conversion' experiments of *BX2* were done in flies not carrying the *P(TARGET)^GS^* (Figure 3—figure supplement 1). To assess the *BX2* epigenetic state of the G1 raised at 29°C, 157 G1 females were individually crossed at 25°C with males harboring the *P(TARGET)^GS^* transgene. Among the 1137 G2 females analyzed, only one female presented partial repression of the ß-Galactosidase expression and none presented complete repression (Figure 3—figure supplement 1). If we compare these results with those obtained with the *BX2*, *P(TARGET)^GS^* lines (Figure 3), the difference was highly significant (p=8.5×10^−6^, homogeneity χ^2^ = 23.35 with 2 degrees of freedom, Supplementary file 8). To further validate the requirement of the euchromatic homologous transgene *P(TARGET)^GS^* in establishing the temperature-dependent *BX2* conversion, we generated eight independent lines in which *BX2* was recombined into the same *P(TARGET)^GS^* genetic background but without the *P(TARGET)^GS^* transgene. After 30 generations at 29°C, no female showing ß-Galactosidase repression was observed (Supplementary file 9). A homogeneity χ^2^ test comparing, at G13, the repression occurrence in *BX2, P(TARGET)^GS^* lines (31/161, Supplementary file 1) and in recombined *BX2* lines (0/975, Supplementary file 9) is highly significant (p=7.04×10^−44^, homogeneity χ^2^ = 192.9 with 1 degree of freedom), arguing against a background effect of the *P(TARGET)^GS^* line in the conversion phenomenon. Additionally, we reproduced the experiment with an euchromatic *P(TARGET)* expressed only in the germline and referred to hereinafter as '*P(TARGET)^G^*' (Figure 1—figure supplement 1A–B). In the presence of *P(TARGET)^G^*, *BX2* was converted at 29°C at a rate comparable with that observed with *P(TARGET)^GS^* (Supplementary file 10). These data show that *BX2* conversion by temperature cannot be attributed to any specificity linked to the *P(TARGET)^GS^* insertion. To know if the transcription of the *P(TARGET)^GS^* (or of the *P(TARGET)^G^*) is required, we reproduced the same experiment with another euchromatic transgene that is not expressed in the germline but in the somatic cells surrounding the germ cells and therefore referred to hereinafter as '*P(TARGET)^S^*' (Figure 1—figure supplement 1A–B). In the presence of *P(TARGET)^S^*, *BX2* was not converted at 29°C (0/784, Figure 3—figure supplement 2). A homogeneity χ^2^ test comparing these results with those obtained with *P(TARGET)^GS^* considering only the complete *BX2^ON^* G2 females (17/1464 females, Figure 3) is significant (p=0.0055, homogeneity χ^2^ = 7.7 with 1 degree of freedom). We conclude that the transcription of a reporter transgene sharing homologous sequences (*i.e. lacZ*) with *BX2* is required in the germline for *BX2* conversion at 29°C.

To summarize, in the absence of *P(TARGET)* sequences, at 29°C *BX2^OFF^* produces an elevated number of antisense transcripts, no piRNAs and is unable to be converted to *BX2^ON^*. In contrast, when a *P(TARGET)* is present and transcribed in the germline, *BX2* conversion and piRNA production are observed at 29°C. Although much of the mechanistic aspects of *BX2* conversion remain unknown, these findings lead us to propose that, at 29°C, double strand RNA (dsRNA) made of the excess of *BX2* antisense transcripts and the sense *P(TARGET)* transcripts could be a prerequisite for the production of *de novo* piRNAs and the conversion of *BX2* into an active piRNA cluster (see recapitulative model Figure 5).

**Figure 5.**
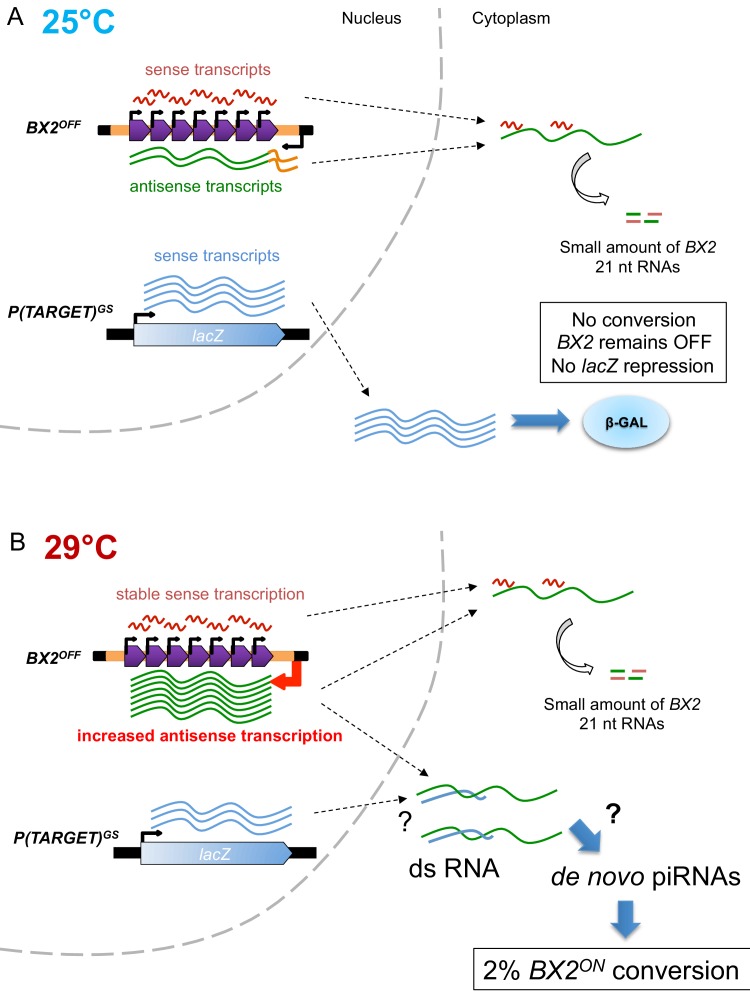
Model of *BX2* activation at 29°C. (**A**) At 25°C, a low bidirectional transcription of the *BX2* cluster leads to a small production of 21 nt RNAs. *BX2^OFF^* is stable at 25°C, no conversion event is observed and the *lacZ* reporter gene from *P(TARGET)^GS^* remains active throughout generations. (**B**) At 29°C, a specific increase in antisense transcription occurs, presumably due to a higher activity of the promoter of the *AGO1* gene (orange box). This excess of *BX2* antisense RNA could interact with sense *P(TARGET)^GS^* transcripts to produce double stranded RNA. Through a yet unknown mechanism, such dsRNA could lead to the formation of *de novo BX2* piRNAs. These piRNAs could in turn trigger the conversion of *BX2^OFF^* into an active piRNA cluster, a phenomenon observed based on the repression of the *lacZ* reporter gene of *P(TARGET)^GS^*. The *BX2* conversion is a rare event (≈2% per generation) but once achieved, *BX2^ON^* remains active throughout generations due to the maternal inheritance of homologous piRNAs and the paramutation of the paternal *BX2^OFF^* allele.

## Discussion

Here, we report on the heritable establishment of a new piRNA cluster associated with silencing properties induced by high temperature during development. The epigenetic response to heat exposure has been studied in several model species: in *Arabidopsis* for instance, increasing temperature induces transcriptional activation of repetitive elements (Ito et al., 2011; Pecinka et al., 2010; Tittel-Elmer et al., 2010). Whether these changes involve chromatin modifications is not clear but none of these modifications have been found to be heritable through generations except in mutants for siRNA biogenesis where high frequency of new TE insertions was observed in the progeny of stressed plants (Ito et al., 2011). In animals, response to heat can result in modification of DNA methylation at specific loci in reef building coral (Dimond and Roberts, 2016), chicken (Yossifoff et al., 2008) and wild guinea pigs (Weyrich et al., 2016). In the latter, modifications affecting ≈50 genes are inherited in G1 progeny (Weyrich et al., 2016). The mechanisms of this heritability, however, are not yet understood. In *Drosophila*, heat-shock treatment of 0–2 hr embryos for one hour at 37°C or subjecting flies to osmotic stress induce phosphorylation of dATF-2 and its release from heterochromatin (Seong et al., 2011). This defective chromatin state is maintained for several generations before returning to the original state. We have tested if such stresses were able to convert *BX2^OFF^* into *BX2^ON^* in one generation but neither heat-shock nor osmotic stress induces *BX2* conversion (Supplementary file 11), suggesting that *BX2* activation does not depend on *dATF-2*. In a more recent paper, Fast *et al.* (Fast et al., 2017) found less piRNAs at 29°C than at 18°C. However, RNAseq analyses of differentially expressed genes involved in the piRNA pathway were not conclusive, as some piRNA genes (*ago3*, *aub*, *zuc, armi*) were more expressed at 29°C while others (*shu*, *hsp83, Yb*) were less expressed as compared to the levels at 18°C (Fast et al., 2017). Overall, the enhancement of the piRNA ping-pong amplification loop observed at 29°C was attributed to RNA secondary structures, because of a lack of specificity for any particular class of TE (Fast et al., 2017). Furthermore, in contrast to our RT-qPCR results obtained at 25°C and 29°C (Figure 4D and Figure 4—figure supplement 1A–B), *AGO1* was not differentially expressed between 18°C and 29°C (Fast et al., 2017). This difference can be explained, because, in our experiments, we checked for specific spliced transcripts of *AGO1* (RA, RC and RD) that originate upstream the *BX2* insertion point (Figure 4C). In agreement with Fast *et al.*, no statistical difference in the global amount of *AGO1* transcripts between 25°C and 29°C is observed using primers located downstream the *BX2* insertion point (Figure 4—figure supplement 1D). This suggests that the *AGO1* promoter located downstream the *BX2* insertion point, and responsible for the production of the RB isoform (see Figure 4), is not sensitive to temperature. Taken together, these observations show that temperature modification might induce epigenetic changes in several species but the underlying mechanisms remain largely unsolved.

Whole genome comparison of small RNA sequencing between *BX2^OFF^* and newly *BX2^ON^* heat-converted flies (*BX2^Θ^*) did not reveal additional regions stably converted for piRNA production (Figure 2—figure supplement 3). This suggests that no other loci are metastable for piRNA production, that is all potential piRNA clusters are already active at 25°C. This observation raises the question of what makes *BX2* locus competent for piRNA activation at high temperature. The *BX2* locus is the result of successive induced transpositions of *P(lacW)* used to screen for *white*-variegating phenotype (Dorer and Henikoff, 1994). Thus, *BX2* resembles natural TE clusters where TEs have the capacity to transpose into each other assembling structures named *nested TE*, as described in numerous genomes (Gao et al., 2012; Liu et al., 2007; Zanni et al., 2013). Some *nested TE* loci might have the capacity to be activated and respond to a new TE invasion. In *Drosophila*, *BX2*-like tandemly inserted transgenes were shown to be new sites of HP1 enrichment in larval salivary glands, emphasizing a heterochromatic structure at the *BX2* locus in somatic cells (Fanti et al., 1998), and to cause pairing-dependent silencing (Dorer and Henikoff, 1997). When tested for repressing capacities, however, this strain is inactive for *BX2* piRNA production (de Vanssay et al., 2012; Josse et al., 2008). We have shown that maternally inherited *P(lacW)* piRNAs are able to paramutate with complete and stable penetrance from an inactive *BX2* locus into an active locus for piRNA production (de Vanssay et al., 2012). The paramutated *BX2* locus appeared to be a genuine piRNA cluster since it is sensitive to a number of factors known to be involved in piRNA biogenesis such as *aub*, *rhi*, *cuff*, *zuc* (Hermant et al., 2015) and *moonshiner* (Figure 3—figure supplement 3). The number of transgene copies appears to be crucial in the process since smaller number of transgenes results in less somatic heterochromatinization (Dorer and Henikoff, 1994; Fanti et al., 1998), less pairing-dependent silencing (Dorer and Henikoff, 1997) and unstable paramutation (de Vanssay et al., 2012). Taken together, these data suggest that the heterochromatic structure of a cluster precedes piRNA production. This is supported by our ChIP experiments showing that H3K9me3 levels on *BX2^OFF^* are slightly below the H3K9me3 level of piRNA producing states (*BX2^ON^* and *BX2^Θ^*, Figure 2D). The same observation can be made for Rhino (Figure 2E), suggesting that Rhino may be already present on the *BX2^OFF^* locus but below the threshold required for piRNA production as suggested by Akulenko et al. (2018). Thus, a locus made of repeated sequences and being likely heterochromatic (H3K9me3, Rhino) is a necessary but not sufficient condition to specify an active piRNA cluster.

In the germline, piRNA clusters produce piRNAs from both strands and it was recently shown that, in most cases, transcription initiates within clusters on both strands through the interaction of Rhino and Moonshiner (Andersen et al., 2017). In few cases, however, piRNA cluster transcription may take advantage of the read-through from a flanking promoter (Andersen et al., 2017). Zhang *et al.* (Zhang et al., 2014) have shown that tethering Rhino onto a transgene leads to its repression but the production of piRNA depends on the presence of another transgene producing antisense RNA. Moreover, in the context of the *Pld* promoter deletion, a gene flanking the *42AB* piRNA cluster, flies can produce *Pld* piRNAs only if a *Pld* cDNA is expressed in trans (Andersen et al., 2017). From all of these observations, a model emerges predicting that simultaneous production of sense and antisense RNA is a shared requirement for piRNA production. However, even if *BX2^OFF^* is transcribed on both strands, without additional signals, it still remains inactive for piRNA production.

In addition to having a number of heterochromatic repeats and a double stranded transcription, the production of *de novo* piRNAs from *BX2* requires a triggering signal. From our experiments, *BX2* conversion relies on the simultaneous increase of both sense and antisense RNAs. An active role of euchromatic copies in the establishment of new piRNA clusters by high temperature appears to be consistent with what would naturally happen during the invasion of a naive genome by new TEs or when chromosomal breakages occur leading to the loss of piRNA cluster loci (Asif-Laidin et al., 2017). At first, uncontrolled euchromatic TE transposition takes place before the establishment of repression. Such repression would occur after a copy integrates into a preexisting piRNA cluster or by the generation of a new cluster made by successive insertion of nested copies. Consequently, clusters of elements cannot exist without transcriptionally active euchromatic copies. The increase of germline antisense transcripts upon stress or environmental factors, depending on the neighboring genomic environment, and the concomitant presence of numerous sense transcripts from euchromatic active copies, appear to be the starting signals for new piRNA production. These piRNAs can then be inherited at the next generation where they will stably paramutate the corresponding DNA locus with repetitive nature. At that time, the triggering signal is no longer necessary since *BX2* remains activated once flies get back at 25°C. Future generations thus remember what was once considered a threat only through the legacy of maternal piRNAs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Drosophila* *melanogaster*)	AGO1	NA	FLYB: FBgn0262739	
Gene (*D. melanogaster*)	RpL32	NA	FLYB: FBgn0002626	
Gene (*D. melanogaster*)	eEF5	NA	FLYB: FBgn0285952	
Gene (*D. melanogaster*)	Moonshiner	NA	FLYB: FBgn0030373	
Strain, strain background (*D. melanogaster*)	w1118	Laboratory Stock	FLYB: FBal0018186	
Strain, strain background (*D. melanogaster*)	BX2	Dorer and Henikoff, 1994 PMID:8020105	FLYB: FBti0016766	
Strain, strain background (*D. melanogaster*)	P(TARGET)^GS^	Bloomington Drosophila Stock Center	FLYB: FBst0011039	also called P-1039
Strain, strain background (*D. melanogaster*)	P(TARGET)^G^	Bloomington Drosophila Stock Center	FLYB: FBti0003435	also called BQ16
Strain, strain background (*D. melanogaster*)	P(TARGET)^S^	Bloomington Drosophila Stock Center	FLYB: FBti0003418	also called BA37
Strain, strain background (*D. melanogaster*)	nosGAL4	Bloomington Drosophila Stock Center	FLYB: FBti0131635, RRID:BDSC_32180	
Genetic reagent (*D. melanogaster*)	P(lacW)	PMID: 2558049	FLYB: FBtp0000204	
Genetic reagent (*D. melanogaster*)	P(PZ)	Mlodzik and Hiromi, 1992 doi: 10.1016/B978-0-12-185267-2.50030–1	FLYB: FBtp0000210	
Genetic reagent (*D. melanogaster*)	P(A92)	PMID: 2827169	FLYB: FBtp0000154	
Genetic reagent (*D. melanogaster*)	Moon shRNA PA61	Andersen et al., 2017 doi:10.1038/nature23482		Dr. Julius Brennecke (Institute of Molecular Biotechnology, Vienna)
Genetic reagent (*D. melanogaster*)	Moon shRNA PA62	Andersen et al., 2017 doi:10.1038/nature23482		Dr. Julius Brennecke (Institute of Molecular Biotechnology, Vienna)
Antibody	Mouse IgG polyclonal antibody	Merck (ex-Millipore)	Cat# 12-371B, RRID:AB_2617156	
Antibody	Rabbit polyclonal antibody against H3K9me3	Merck (ex-Millipore)	Cat# 07–442	
Antibody	Rabbit polyclonal antibody against Rhino	PMID: 19732946		Dr. William Theurkauf (University of Massachusetts Medical School, Worcester)
Sequence-based reagent	RT-qPCR primers	Sigma-Aldrich		
Sequence-based reagent	RT-qPCR primers	Eurogentech		
Commercial assay or kit	RNeasy kit	Qiagen	Cat# 74104	
Commercial assay or kit	Illumina TruSeq Small RNA library preparation kits	Fasteris	http://www.fasteris.com	
Commercial assay or kit	Revertaid RT	Thermo Scientific	EP0442	
Commercial assay or kit	Random Hexamers	Invitrogen	N8080127	
Commercial assay or kit	DNaseI (Rnase free)	New Englands Biolabs	M0303S	
Commercial assay or kit	dNTPs solution Mix	New Englands Biolabs	N0447S	
Commercial assay or kit	Ribolock RNA inhibitor	Thermo Scientific	EO0381	
Commercial assay or kit	Ssofast Evagreen Supermix	Biorad	Cat# 172–5204	
Commercial assay or kit	qPCR kit	Roche	Cat# 04887352001	
Chemical compound, drug	TRIzol	Invitrogen	Cat# 15596026	
Chemical compound, drug	Chloroform	Carlo Erba Reagents	Cat# 438601	
Chemical compound, drug	Chloroform	Sigma-Aldrich	C2432	
Chemical compound, drug	Ethanol (EtOH)	Merck millipore	Cat# 100983	
Chemical compound, drug	Ethanol (EtOH)	Honeywell	Cat# 32221	
Chemical compound, drug	Glycerol	VWR AnalaR NORMAPUR	Cat# 24388.295	
Chemical compound, drug	Glutaraldehyde	Sigma Aldrich	G-5882	
Chemical compound, drug	Potassium hexacyanoferrate(III)	Sigma Aldrich	P3667	
Chemical compound, drug	Potassium hexacyanoferrate(II) trihydrate	Sigma Aldrich	P3289	
Chemical compound, drug	X-Gal	Dutscher	Cat# 895014	
Chemical compound, drug	NaCl	VWR AnalaR NORMAPUR	Cat# 27810.295	
Chemical compound, drug	NaCl	Sigma-Aldrich	Cat# 31432	
Chemical compound, drug	Formaldehyde	Sigma-Aldrich	Cat# 252549	
Chemical compound, drug	Schneider Medium	Gibco	Cat# 21720–024	
Chemical compound, drug	Insulin	Sigma-Aldrich	I4011	
Chemical compound, drug	PBS	Ambion	AM9625	
Chemical compound, drug	Triton	Sigma-Aldrich	T8787	
Chemical compound, drug	KCl	Ambion	AM9640G	
Chemical compound, drug	HEPES	Fisher Scientific	BP299	
Chemical compound, drug	IPEGAL	Sigma-Aldrich	Cat# 18896	
Chemical compound, drug	DTT	Fisher Scientific	R0861	
Chemical compound, drug	Na Butyrate	Sigma-Aldrich	Cat# 07596	
Chemical compound, drug	EDTA free protease inhibitor	Roche	Cat# 04693159001	
Chemical compound, drug	N lauryl sarkosyl	Sigma-Aldrich	L-5125	
Chemical compound, drug	BSA	Fisher Scientific	BP9703	
Chemical compound, drug	SDS 20%	Euromedex	EU0660-B	
Chemical compound, drug	Tris HCl	Invitrogen	Cat# 15504–020	
Chemical compound, drug	Dynabeads A	Invitrogen	10002D	
Chemical compound, drug	Glycine	Sigma-Aldrich	G8898	
Chemical compound, drug	Isopropanol	VWR	Cat# 20842.298	
Software, algorithm	Galaxy Server	ARTBIO	https://mississippi.snv.jussieu.fr/	
Software, algorithm	Weblogo	Crooks et al., 2004 doi:10.1101/gr.849004		

### Transgenes and strains

All transgenes are in the *w^1118^* background. The *BX2* line carries seven *P-lacZ-white* transgenes, (*P(lacW),* FBtp0000204) inserted in tandem and in the same orientation at cytological site 50C on the second chromosome (Dorer and Henikoff, 1994). The transgene insertion site is located in an intron of the *AGO1* gene (de Vanssay et al., 2012). Homozygous individuals are rare and sterile and the stock is maintained in heterozygous state with a *Cy*-marked balancer chromosome. ß-Galactosidase activity from these transgenes cannot be detected in the germline. *P(TARGET)^GS^* corresponds to *P(PZ)* (FBtp0000210), a *P-lacZ-rosy* enhancer-trap transgene inserted into the *eEF5* gene at 60B7 and expressing ß-Galactosidase in the germline and somatic cells of the female gonads (Bloomington stock number *11039* (FBst0011039). Homozygous flies are not viable and the stock is maintained over a *Cy*-marked balancer chromosome. *P(A92)* (FBtp0000154) is another *P-lacZ-rosy* enhancer-trap transgene that has been used in this study: *P(TARGET)^G^* corresponds to *BQ16* (FBti0003435) expressing *lacZ* only in the germline and *P(TARGET)^S^* corresponds to *BA37* (FBti0003418) expressing *lacZ* only in the somatic follicle cells that surround the nurse cells. In both lines, homozygous flies are viable. The *nosGAL4* transgene used is from the w[*]; PBac{w[+mW.hs]=GreenEye.nosGAL4}Dmel6 line (FBti0131635). Modified miRNA against *moonshiner* (lines *PA61* and *PA62*) were a kind gift from Julius Brennecke (Andersen et al., 2017). Additional information about stocks are available at Flybase: ‘http://flybase.bio.indiana.edu/".

### Thermic and osmotic treatments

Since maintaining flies at high temperature (29°C) decreases viability, we used the following procedure at each generation: fertilized adult females (G0) were allowed to lay eggs for three days at 25°C on standard cornmeal medium. Adults were then discarded or tested for ovarian ß-Galactosidase expression. Vials containing progeny were transferred at 29°C for the rest of the development until complete emergence of G1 adults. Young adults were then transferred into a new vial where they were allowed to lay eggs for three days at 25°C. For heat-shock treatment, embryos (0–2 hr) were incubated at 37°C for 1 hr as described in Seong et al. (2011) and then transferred at 25°C until adult emergence. For osmotic treatments, culturing flies on 300 mM NaCl, as described in Seong et al. (2011), leads to either a large increased time of development or lethality and did not allow us to perform conversion measurements. Accordingly, flies were incubated on 150 mM NaCl for one generation before dissection and ß-Galactosidase staining.

### ß-Galactosidase staining

Ovarian *lacZ* expression assays were carried out using X-gal (5-bromo-4-chloro-3-indolyl-beta-D-galactopyranoside) overnight staining at 37°C as previously described (Lemaitre et al., 1993), except that ovaries were fixed afterwards for 10 min. After mounting in glycerol/ethanol (50/50), the germline *lacZ* repression was then calculated by dividing the number of repressed egg chambers by the total number of egg chambers. Most of the time, the total number of egg chambers was estimated by multiplying the number of mounted ovaries by 60, corresponding to an average of three to four egg chambers per ovariole and 16 to 18 ovarioles per ovary. Images were acquired with an Axio-ApoTome (Zeiss) and ZEN2 software.

### Fly dissection and RNA extraction

For each genotype tested, 20 pairs of ovaries were manually dissected in 1X PBS. For small RNA sequencing, total RNA was extracted using TRIzol (Life Technologies) as described in the reagent manual (http://tools.lifetechnologies.com/content/sfs/manuals/trizol_reagent.pdf). For the RNA precipitation step, 100% ethanol was used instead of isopropanol. For RT-qPCR experiments, total RNA was extracted using TRIzol for *BX2* and *w^1118^* females or RNeasy kit (Qiagen) for *P(TARGET)* females. Up to six biological replicates were used for each genotype.

### Small RNA sequencing analyses

A small RNA fraction of 18 nt to 30 nt in length was obtained following separation of total RNA extracted from dissected ovaries on a denaturing polyacrylamide gel. This fraction was used to generate multiplexed libraries with Illumina TruSeq Small RNA library preparation kits (RS-200–0012, RS200-0024, RS-200–036 or RS-200–048) at *Fasteris* (http://www.fasteris.com). A house protocol based on TruSeq, which reduces 2S RNA (30 nt) contamination in the final library, was performed. Libraries were sequenced using Illumina HiSeq 2000 and 2500. Sequence reads in fastq format were trimmed from the adapter sequence 5’-TGGAATTCTCGGGTGCCAAG-3’ and matched to the *D. melanogaster* genome release 5.49 using Bowtie (Langmead et al., 2009). Only 18–29 nt reads matching the reference sequences with 0 or one mismatch were retained for subsequent analyses. For global annotation of the libraries (Supplementary files 5 and 7), we used the release 5.49 of fasta reference files available in Flybase, including transposon sequences (dmel-all-transposon_r5.49.fasta) and the release 20 of miRNA sequences from miRBase (http://www.mirbase.org/).

Sequence length distributions, small RNA mapping and small RNA overlap signatures were generated from bowtie alignments using Python and R (http://www.r- project.org/) scripts, which were wrapped and run in Galaxy instance publicly from ARTbio platform available at http://mississippi.fr. Tools and workflows used in this study may be downloaded from this Galaxy instance. For library comparisons, read counts were normalized to one million miRNA (Supplementary files 5 and 7). 

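The miRNA reads used for this normalization were 21.4% of the genome-matched reads in the *BX2 OFF* library with *P(TARGET) GS*, 21.3% in *BX2Θ* and 23.8% in BX2*. In the libraries of *BX2 OFF* without *P(TARGET) GS*, they were 23.7 ± 0.846% at 25°C and 22.8 ± 1.08% at 29°C (SD, n = 3 libraries each, exact two-sided permutation test, p = 0.5). The factors that scale to 1000000 miRNA reads were 0.276, 0.253 and 0.258 for *BX2 OFF*, *BX2Θ* and BX2*, and ranged from 0.118 to 0.157 in the 6 libraries of the temperature comparison.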

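With the genome-matched reads as the total, the 23–29 nt *P(lacW)* level was 2615 Dmel rpm in *BX2Θ*, 1789 in BX2* and 23.8 in *BX2 OFF* with *P(TARGET) GS*. The ratio of BX2* to *BX2 OFF* was 75.1 under this scaling. For the 21 nt reads, the ratio of *BX2Θ* to BX2* was 2.00 in miRNA rpm (95% interval 1.94 to 2.07) and 1.79 in Dmel rpm (1.74 to 1.85). In the libraries of *BX2 OFF* without *P(TARGET) GS*, the genome-matched reads held 34.8 ± 2.39% of reads that matched transposons at 25°C and 31.1 ± 0.726% at 29°C (SD, n = 3 libraries each). Each library at 29°C was below each at 25°C (exact two-sided permutation test, p = 0.1, the smallest possible, and 0.25 after Benjamini-Hochberg adjustment over 5 classes of reads). Per miRNA read, the difference was -0.106 transposon reads (exact two-sided permutation test, p = 0.3), and the libraries of both temperatures overlapped, from 1.38 to 1.59 at 25°C and from 1.30 to 1.47 at 29°C. Miscellaneous RNA reads were 15.0 ± 3.57% at 25°C and 20.4 ± 0.538% at 29°C (SD, n = 3 each, exact p = 0.1, adjusted 0.25). Reads that matched tRNA were 1.89 ± 0.223% and 1.74 ± 0.381% (SD, n = 3 each, exact p = 0.6), and reads that matched transcripts were 14.8 ± 0.569% and 14.8 ± 1.28% (SD, n = 3 each, exact p = 1).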

A second normalization, performed using the total number of small RNAs matching the *D. melanogaster* genome (release 5.49), gave similar results (Supplementary files 5 and 7). For small RNA mapping (Figures 2 and 4, Figure 2—figure supplements 1 and 2), we took into account only 23–29 nt RNA reads that uniquely aligned to reference sequences. Logos were calculated using Weblogo (Crooks et al., 2004) from 3' trimmed reads (23 nt long) matching either *P(lacW)* (Figure 2B) or *42AB* (Figure 2—figure supplement 1B). The percentage of reads containing a ‘U’ at the first position was calculated with all 23–29 nt RNA matching the reference sequence (*BX2* transgene in Figure 2B and *42AB* in Figure 2—figure supplement 1B). Distributions of piRNA overlaps (ping-pong signatures, Figure 2C and Figure 2—figure supplement 1C) were computed as first described in Klattenhoff et al. (2009) and detailed in Antoniewski (2014). Thus, for each sequencing dataset, we collected all of the 23–29 nt RNA reads matching *P(lacW)* or the *42AB* locus whose 5’ ends overlapped with another 23–29 nt RNA read on the opposite strand. Then, for each possible overlap of 1 to 29 nt, the number of read pairs was counted. To plot the overlap signatures, a z-score was calculated by computing, for each overlap of 1 to i nucleotides, the number O(i) of read pairs and converting the value using the formula z(i) = (O(i)-mean(O))/standard deviation (O). The percentage of reads containing a ‘A’ at the tenth position was calculated within the paired 23–29 nt RNA matching the reference sequence as described in de Vanssay et al. (2012) (*BX2* transgene in Figure 2C and *42AB* in Figure 2—figure supplement 1B). GRH49 (BX2*) was previously analyzed in Hermant et al. (2015). Small RNA sequences and project have been deposited at the GEO under accession number GSE116122.

### ChIP experiments

100 ovaries were dissected in Schneider medium supplemented with insulin at room temperature. Cross-linking was performed for 10 min at room temperature in 1X PBS 1% formaldehyde (Sigma). The cross-linking reaction was stopped by adding glycine to a final concentration of 0.125 mM in PBS 0.1% Triton and incubating 5 min on ice. The cross-linked ovaries were washed with 1 ml of PBS 0.1% Triton and crushed in a dounce A potter 20 times. Then a centrifugation at 400 g for 1 min was performed. The pellet was suspended with 1 ml of cell lysis buffer (KCl 0.085 M, HEPES 5 mM, IGEPAL 0.5%, DTT 0.5 mM, Na butyrate 10 mM, 0.01 M EDTA free protease inhibitor cocktail Roche) and crushed in a dounce B potter 20 times, then 2 mL of cell lysis buffer were added. Centrifugation at 2000 g for 5 min was performed and the pellet was resuspended in 0.5 mL nucleus buffer (HEPES 0.05 M, EDTA 0.01 M, N lauryl Sarcosyl 0.5%, Na butyrate 0.01 M EDTA free protease inhibitor cocktail Roche) and incubated 15 min in a cold room on a rotator. Sonication was performed with Bioruptor (Diagenode) set to high power for 10 cycles (15 s on and 15 s off). A centrifugation was performed 15 min at 16000 g at 4°C. Five µg of chromatin was used for each immunoprecipitation. A preclear of 4 hr was performed with 25 µL of dynabead Protein A. The immunoprecipitation reaction was performed with 50 µL of dynabead Protein A coated with 5 µg of antibodies (H3K9me3 polyclonal antibody C1540030 diagenode or Normal Mouse IgG polyclonal antibody 12–371 Millipore), or 20 µL of serum for the Rhino antibody (kindly provided by Dr W. Theurkauf) over night in the cold room on a rotator. Three washes of 10 min in a high salt buffer (Tris HCl pH 7.5 0.05 M, NaCl 0.5 M, Triton 0.25%, IGEPAL 0.5%, BSA 0.5%, EDTA 5 mM) were performed and the elution of chromatin was performed 30 min with 500 µL of elution buffer (Tris pH 7.5 0.05 M, NaCl 0.05 M, EDTA 5 mM, SDS 1%); RNase treatment was omitted; H3K9me3 and Rhino ChIP were respectively done on 5 and 4 independent biological samples followed by qPCR (Roche light Cycler) on each sample. Values were normalized to respective inputs and to two genomic regions known to be enriched in H3K9me3 and Rhino (*42AB*): region 1 (chr2R: 6449409–6449518) and region 2 (chr2R: 6288809–6288940). An unpaired *t*-test was used to calculate significance of the differences (p<0.05). Error bars represent the standard deviation.

### RT-qPCR experiments

For each sample, 10 µg of total RNA was treated with DNase (Fermentas). For classical RT-qPCR experiments, 1 µg of DNase-treated RNA was used for reverse transcription using random hexamer primers (Fermentas). Real-time qPCR was performed on triplicates of each sample. *RpL32* was used as reference. The same series of dilution of a mix of different RT preparations was used to normalize the quantity of transcripts in all RT preparations leading to standard quantity (Sq) values. Variations between technical triplicates was very low when compared to variations between biological replicates. The mean of the three technical replicates was then systematically used (meanSq). For each biological sample, we calculated the ratio meanSq(gene)/meanSq(*RpL32*) to normalize the transcript quantity. Then, the mean of each sample ratio was used to compare the two conditions. For sense-specific RT-qPCR experiments, three reverse transcription were performed using 1 μg of DNase-treated RNA (Fermentas): first without primer (control RT), second with a *lacZ* sense primer (antisense transcript specific RT) and third with a *lacZ* antisense primer (sense transcript specific RT). qPCR was then performed on technical triplicates of each RT using a primer pair specific for *lacZ* sequence. A series of dilutions - ranging from 50 × 10^−15^ g.µl^−1^ to 0.08 × 10^−15^ g.µl^−1^ - of a plasmid containing the *P(lacW)* transgene was used as reference to normalize the quantity of *lacZ* transcripts (Sq values). The number of molecules was estimated by considering that *P(lacW)* is 11191 bp long and that the average weight of a base pair is 650 g/mol. Using Avogadro's number, the number of copies was estimated as equal to the dsDNA amount (in g) times 6.022 × 10^23^ divided by the dsDNA length times 650. For example, 50 × 10^−15^ g corresponds to approximately 4139 molecules. Variations between technical triplicates were very low when compared to variations between biological replicates. The mean of the three technical replicates was then systematically used (meanSq). The measure of the quantity of transcripts (sense or antisense) for a biological sample was then calculated as the (meanSq(sense or antisense specific) - meanSq(control)). This allowed us to eliminate background noise due to unspecific RT amplification for both sense or antisense without specific primer. The mean of each sample ratio was used to compare the two conditions.

### Primer sequences

For classical RT-qPCR experiments, primers used were for *w* (ChIP experiment): 5'-GTCAATGTCCGCCTTCAGTT-3' and 5'-GGAGTTTTGGCACAGCACTT-3', these primers are specific of the *P(lacW)* transgene in a *w^1118^* background; for *42AB* regions, 5'-TGGAGTTTGGTGCAGAAGC-3' and 5'-AGCCGTGCTTTATGCTTTACT-3' (region 1) and 5'-AAGACCCAATTTTTGCGTCGC-3' and 5'-CAAGGATAGGGATTTGGTCC-3' (region 2); for *RpL32*: 5’-CCGCTTCAAGGGACAGTATCTG-3’ and 5’-ATCTCGCCGCAGTAAACGC-3’; for *lacZ*: 5’-GAGAATCCGACGGGTTGTTA-3’ and 5’-AAATTCAGACGGCAAACGAC-3’; for *eEF5*: 5’-TAACATGGATGTGCCCAATG-3’ and 5’-AACGCAATTGTTCACCCAAT-3’; for *AGO1*, primers have been chosen in order to detect spliced forms of transcripts coming upstream of the insertion point of *BX2* and encoding AGO1-RA, -RD and -RC isoforms (Figure 4C): 5’-GGATCTCCAGATGACCTCCA-3’ and 5’-GGACACTTGTCCGGCTGTAT-3’. For detecting all *AGO1* transcripts isoforms, including the AGO1-RB isoform that originates from a promoter located downstream the *BX2* insertion point: 5'-ATGAGCCGGTCATCTTTTTG-3' and 5'-GGCAATCGATGGTTTCTTGT-3'. For sense-specific RT-qPCR experiments, we used specific primers during the reverse transcription step: 5’-AGTACGAAATGCGTCGTTTAGAGC-3’ for detection of antisense *lacZ* transcripts and 5’-AATGCGCTCAGGTCAAATTC-3’ for detection of sense *lacZ* transcripts.

## Data Availability

Small RNA sequences and project have been deposited at the GEO under accession number GSE116122. The following dataset was generated: CasierKBoivinA2018Environmentally-induced epigenetic conversion of a piRNA clusterNCBI Gene Expression OmnibusGSE11612210.7554/eLife.39842PMC642026530875295

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 1 — BX2OFF and BX2ON are recombined lines carrying the P(TARGET)GS and the BX2 locus transgenes on the same chromosome. Numbers show the fraction of females harboring complete germline repression of P(TARGET)GS at each generation. Complete stability of the initial epigenetic state was observed at 25°C for BX2OFF and BX2ON lines, 0% repression (n = 415) and 100% repression (n = 339), respectively. At 29°C, all BX2OFF lines showed emergence of silencing capacities, 24.7% (n = 3812). BX2ON lines maintained their silencing capacities over generations at 29°C, 100% (n = 377). nt: not tested.

|  | **25°C** | | | | **29°C** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | ***BX2^OfF^*** | | ***BX2^ON^*** | | ***BX2^OfF^*** | | | | | | | | ***BX2^ON^*** | |
| **Lines** | 1 | 2 | 1 | 2 | 1A | 1B | 1C | 1D | 2A | 2B | 2C | 2D | 1 | 2 |
| **G1** | 0/7 | 0/8 | 8/8 | 8/8 | 0/14 | 0/14 | 0/14 | 0/15 | 0/15 | 0/15 | 0/15 | 0/15 | 9/9 | 10/10 |
| **G2** | 0/11 | 0/12 | 12/12 | 12/12 | 0/9 | 0/12 | 0/10 | 0/9 | 0/13 | 0/7 | 0/16 | 1/28 | 12/12 | 9/9 |
| **G3** | 0/12 | 0/3 | 7/7 | 8/8 | 1/17 | 0/14 | 0/16 | 2/14 | 1/18 | 1/23 | 2/23 | 0/23 | 7/7 | 10/10 |
| **G4** | 0/15 | 0/15 | 10/10 | 10/10 | 0/7 | 1/7 | 1/16 | 2/11 | 0/17 | 1/20 | 4/23 | 1/23 | 10/10 | 8/8 |
| **G5** | 0/12 | 0/12 | 12/12 | 12/12 | 2/20 | 6/31 | 3/39 | 11/27 | 0/38 | 0/33 | 0/3 | 0/24 | 8/8 | 6/6 |
| **G6** | 0/6 | 0/8 | 8/8 | 8/8 | 0/2 | 4/20 | 1/8 | 1/18 | 0/9 | 0/15 | 1/14 | 0/4 | 1/1 | 1/1 |
| **G7** | 0/8 | 0/8 | 8/8 | 8/8 | 6/19 | 7/21 | 2/36 | 2/21 | 2/38 | 1/20 | 3/17 | 2/37 | 7/7 | 8/8 |
| **G8** | 0/10 | 0/8 | 6/6 | 8/8 | 3/33 | 11/33 | 0/49 | 8/31 | 5/22 | 14/35 | 5/33 | 6/50 | 8/8 | 8/8 |
| **G9** | nt | nt | nt | nt | 10/23 | 13/21 | 1/22 | 5/28 | 3/26 | 17/44 | 3/36 | 4/38 | 8/8 | 8/8 |
| **G10** | 0/8 | 0/8 | 8/8 | 8/8 | 8/23 | 16/21 | 1/22 | 4/23 | 11/21 | 7/25 | 7/35 | 5/24 | 8/8 | 8/8 |
| **G11** | 0/8 | 0/8 | 8/8 | 8/8 | 7/14 | 16/18 | 1/15 | 3/15 | 1/16 | 8/16 | 2/16 | 4/16 | 8/8 | 8/8 |
| **G12** | 0/8 | 0/8 | 8/8 | 8/8 | 5/14 | 7/8 | 1/5 | 0/8 | 0/6 | 2/17 | 3/18 | 5/21 | 8/8 | 5/5 |
| **G13** | 0/10 | 0/2 | 6/6 | 5/5 | 7/11 | 11/11 | 0/37 | 1/9 | nt | 6/19 | 1/25 | 5/18 | 9/9 | 8/8 |
| **G14** | 0/6 | 0/10 | 5/5 | 5/5 | 28/41 | 25/25 | 0/24 | 5/41 | nt | 6/11 | 0/24 | 7/24 | 6/6 | 5/5 |
| **G15** | 0/12 | 0/4 | 8/8 | 8/8 | 14/22 | 16/16 | 3/21 | 1/23 | nt | 12/23 | 1/24 | 2/20 | 8/8 | 8/8 |
| **G16** | 0/12 | 0/11 | 8/8 | 5/5 | 3/11 | 17/17 | 1/17 | 2/17 | nt | 11/20 | 2/20 | 0/19 | 8/8 | 8/8 |
| **G17** | 0/8 | 0/12 | 5/5 | 7/7 | 5/9 | 22/22 | 4/18 | 0/6 | nt | 9/16 | 0/13 | 0/19 | 8/8 | 3/3 |
| **G18** | 0/11 | 0/12 | 8/8 | 8/8 | 2/8 | 6/6 | 1/10 | 0/5 | nt | 13/21 | 3/8 | 0/14 | 8/8 | 8/8 |
| **G19** | 0/11 | 0/12 | 6/6 | 8/8 | 6/42 | 21/21 | 4/38 | 6/17 | nt | 16/32 | 5/18 | 0/44 | 8/8 | 8/8 |
| **G20** | 0/12 | 0/3 | 6/6 | 6/6 | 4/13 | 21/21 | 4/17 | 10/18 | nt | 10/20 | 12/33 | 0/36 | 8/8 | 8/8 |
| **G21** | 0/12 | 0/12 | 8/8 | 8/8 | 5/16 | 12/12 | 8/28 | 9/23 | nt | 16/30 | 7/27 | 0/31 | 8/8 | 8/8 |
| **G22** | 0/12 | 0/12 | 8/8 | 8/8 | 2/9 | 14/14 | 5/13 | 12/21 | nt | 10/14 | 0/13 | 0/23 | 8/8 | 7/7 |
| **G23** | 0/4 | 0/12 | 5/5 | 5/5 | 3/18 | 25/25 | 9/20 | 16/19 | nt | 13/17 | 0/20 | 0/25 | 8/8 | 8/8 |
| **G24** | nt | nt | nt | nt | 3/12 | 17/17 | 7/13 | 7/9 | nt | 7/8 | 0/16 | 0/30 | 8/8 | 8/8 |
| **G25** | nt | nt | nt | nt | 5/24 | 25/25 | 4/25 | 12/25 | nt | 16/17 | 1/20 | 0/18 | 6/6 | 6/6 |
| **Total** | 0/215 | 0/200 | 168/168 | 171/171 | 129/431 | 313/452 | 61/533 | 119/453 | 23/297 | 196/518 | 62/510 | 42/624 | 195/195 | 182/182 |
| **%R** | 0% n=415 | | 100% n=339 | | 24.7% n=3818 | | | | | | | | 100% n=377 | |

**Supplementary file 1. Silencing capacities of *BX2^ON^* and *BX2^OFF^* lines throughout generations at 25°C and at 29°C.**

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 2. — Five BX2, P(TARGET)GS lines showing full repression capacities after 23 generations kept at 29°C were transferred at 25°C and tested for their silencing capacities throughout generations. Numbers show females presenting full P(TARGET)GS repression and the total number of tested flies. In all cases, the BX2ON epiallele induced by high temperature remains completely stable during 50 additional generations at 25°C.

| **Lines** | **1** | **2** | **3** | **4** | **5** |
| --- | --- | --- | --- | --- | --- |
| G1 | 4/4 | 3/3 | 4/4 | 3/3 | 4/4 |
| G6 | 2/2 | 4/4 | 4/4 | 4/4 | 5/5 |
| G7 | 7/7 | 8/8 | 8/8 | 6/6 | 8/8 |
| G10 | nt | 3/3 | nt | 5/5 | 5/5 |
| G11 | 6/6 | 6/6 | 6/6 | 6/6 | 6/6 |
| G14 | 2/2 | 8/8 | 8/8 | 1/1 | 3/3 |
| G16 | 5/5 | 5/5 | 6/6 | 6/6 | 6/6 |
| G25 | 3/3 | 6/6 | 6/6 | 8/8 | nt |
| G26 | 10/10 | 5/5 | 10/10 | 6/6 | 5/5 |
| G34 | 8/8 | 8/8 | 8/8 | 8/8 | 8/8 |
| G35 | 12/12 | 12/12 | 12/12 | 12/12 | 12/12 |
| G43 | 8/8 | 7/7 | 8/8 | 8/8 | 8/8 |
| G50 | 8/8 | 8/8 | 8/8 | 8/8 | 8/8 |
| **Total** | **75/75** | **83/83** | **88/88** | **81/81** | **78/78** |

**Supplementary file 2. Stability of *BX2^Θ^* lines.**

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 3. — Reciprocal crosses were performed at 25°C between BX2ON, P(TARGET)GS (BX2Θ or BX2*) individuals and flies carrying a balancer of the second chromosome (Cy). For both the maternal and paternal inheritances (named MI and PI, respectively), lines were established and maintained at 25°C by crossing G1 individuals carrying the BX2Θ, P(TARGET)GS chromosome over Cy (Figure 1—figure supplement 2A). Silencing capacities of these lines was tested over generations by intra-strain ovarian ß-Galactosidase staining. Numbers represent the fraction of females showing complete repression of P(TARGET)GS. In all cases, maternal transmission of the BX2Θ cluster results in progeny showing complete repression capacities which are stable over generations whereas paternal transmission of the BX2Θ cluster results in the definitive loss of BX2 silencing capacities similarly to the BX2* epigenetic state.

|  | *BX2^θ^* | | | | | | *BX2** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Lines | MI-1 | MI-2 | MI-3 | PI-1 | PI-2 | PI-3 | MI-1 | MI-2 | MI-3 | PI-1 | PI-2 | PI-3 |
| G1 | 7/7 | 8/8 | 8/8 | 0/8 | 0/8 | 0/8 | 3/3 | 5/5 | 8/8 | 0/5 | 0/5 | 0/6 |
| G2 | 8/8 | 8/8 | 8/8 | 0/8 | 0/8 | 0/8 | 8/8 | 8/8 | 8/8 | 0/8 | 0/8 | 0/12 |
| G3 | 8/8 | 7/7 | 8/8 | 0/8 | 0/8 | 0/8 | 8/8 | 8/8 | 8/8 | 0/8 | nt | 0/8 |
| G5 | 8/8 | 8/8 | 8/8 | 0/7 | 0/8 | 0/8 | 8/8 | 8/8 | 8/8 | 0/8 | 0/8 | 0/8 |
| G10 | 8/8 | 8/8 | 8/8 | 0/7 | 0/8 | 0/8 | 8/8 | 8/8 | 8/8 | 0/7 | 0/8 | 0/8 |
| G15 | 6/6 | 8/8 | 8/8 | 0/8 | 0/7 | 0/6 | 8/8 | 8/8 | 8/8 | 0/8 | 0/8 | 0/8 |
| G20 | 5/5 | 4/4 | 2/2 | 0/6 | 0/6 | 0/6 | 7/7 | 8/8 | 8/8 | 0/8 | 0/8 | 0/8 |
| Subtotal | 50/50 | 49/49 | 53/53 | 0/50 | 0/54 | 0/52 | 50/50 | 53/53 | 56/56 | 0/52 | 0/45 | 0/58 |
| Total |  | 152/152 |  |  | 0/156 |  |  | 159/159 |  |  | 0/155 |  |

**Supplementary file 3. Maternal effect of *BX2^ON^* lines.**

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 4. — The capacity of the cytoplasm of BX2ON females to activate a BX2OFF cluster was tested as shown in the mating scheme. BX2ON females (either BX2Θ or BX2*) were crossed with BX2OFF males, incubated at 25°C. Lines were established with G1 individuals, which have maternally inherited piRNAs and paternally inheritance of the BX2 cluster (Figure 1—figure supplement 2B). These lines were maintained at 25°C and their silencing capacities were tested over generations by crossing females with P(TARGET)GS males. Numbers represent the fraction of females showing complete repression of P(TARGET)GS. All of the derived lines showed complete silencing capacities over generations, revealing that the cytoplasm of BX2ON females, either BX2Θ or BX2*, can fully activate a BX2OFF cluster.

|  | *BX2** | | | *BX2^θ^* | | |
| --- | --- | --- | --- | --- | --- | --- |
| Lines | 1 | 2 | 3 | 1 | 2 | 3 |
| G1 | 8/8 | 8/8 | 10/10 | 10/10 | 9/9 | 9/9 |
| G2 | 10/10 | 10/10 | 10/10 | 10/10 | 10/10 | 10/10 |
| G3 | 8/8 | 8/8 | 8/8 | 8/8 | 8/8 | 7/7 |
| G5 | 6/6 | 7/7 | 7/7 | 8/8 | 5/5 | 7/7 |
| G10 | 6/6 | 3/3 | 6/6 | 6/6 | 6/6 | 6/6 |
| G15 | 8/8 | 8/8 | 7/7 | 7/7 | 8/8 | 6/6 |
| G20 | 4/4 | 5/5 | 5/5 | 7/7 | 8/8 | 4/4 |
| Subtotal | 50/50 | 49/49 | 53/53 | 56/56 | 54/54 | 49/49 |
| Total |  | 152/152 |  |  | 159/159 |  |

**Supplementary file 4. Paramutagenic effect of *BX2^ON^* lines.**

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 5. — Small RNAs were prepared from ovaries of females of the indicated genotype. Values for the different categories of sequences are the total number of sequence reads that matched reference libraries. For comparisons, libraries were normalized (normalization factor) to 1 million miRNA (miRNA rpm) or to 1 million Dmel reads (Dmel rpm).

| **Library ID** | **GRH77** | **GRH78** | **GRH49** |
| --- | --- | --- | --- |
| Genotype | *BX2^OFF^, P(TARGET)^GS^* | *BX2^Θ^, P(TARGET)^GS^* | *BX2** |
| D. melanogaster Jan. 2013 (Flybase r5.49) | 1,692,3421 | 18,545,573 | 16,242,473 |
| dme_miR_r20 | 3,621,703 | 3,951,462 | 3,871,488 |
| Dmel_all-tRNA | 450,601 | 370,751 | 411,604 |
| Dmel_all-miscRNA | 2,004,915 | 2,823,568 | 992,800 |
| Dmel_transposon_set_BDGP_v941 | 6,161,407 | 6,580,495 | 6,396,904 |
| D. melanogaster transcripts Jan. 2013 (Flybase r5.49) | 1,747,937 | 1,734,672 | 1,521,258 |
| **Normalization factor miRNA rpm** | **0.276** | **0.253** | **0.258** |
| Normalization factor Dmel rpm | 0.059 | 0.054 | 0.062 |

**Supplementary file 5. Annotation of small RNA libraries.**

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 6. — Same as Supplementary file 1 except that egg chambers were monitored for P(TARGET)GS repression instead of whole ovaries. Numbers show the fraction of repressed egg chamber per generation.

|  | **25°C** | | | | **29°C** | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | ***BX2^OFF^*** | | ***BX2^ON^*** | | ***BX2^OFF^*** | | | | | | | | ***BX2^ON^*** | |
| Lines | **1** | **2** | **1** | **2** | **1A** | **1B** | **1C** | **1D** | **2A** | **2B** | **2C** | **2D** | **1** | **2** |
| **G1** | 0/840 | 0/980 | 960/960 | 960/960 | 52/1680 | 18/1680 | 33/1680 | 47/1800 | 26/1800 | 31/1800 | 36/1800 | 60/1800 | 1080/1080 | 1200/1200 |
| **G2** | 0/1320 | 0/1440 | 1440/1440 | 1440/1440 | 33/1080 | 11/1440 | 8/1200 | 102/1080 | 17/1560 | 4/840 | 112/1920 | 158/3360 | 1440/1440 | 1080/1080 |
| **G3** | 0/1440 | 0/360 | 840/840 | 960/960 | 145/2040 | 41/1680 | 42/1920 | 268/1680 | 155/2160 | 175/2760 | 444/2760 | 67/2760 | 840/840 | 1200/1200 |
| **G4** | 0/1800 | 0/1800 | 1200/1200 | 1200/1200 | 15/840 | 145/840 | 157/1920 | 251/1320 | 43/2040 | 156/2400 | 527/2760 | 195/2760 | 1200/1200 | 960/960 |
| **G5** | 0/1440 | 0/1440 | 1440/1440 | 1440/1440 | 278/2400 | 808/3720 | 405/4680 | 1362/240 | 67/4560 | 36/3960 | 72/360 | 39/2880 | 960/960 | 720/720 |
| **G6** | 0/720 | 0/960 | 960/960 | 960/960 | 75/240 | 524/2400 | 128/960 | 134/2160 | 67/1080 | 70/1800 | 214/1680 | 64/480 | 120/120 | 120/120 |
| **G7** | 0/960 | 0/960 | 960/960 | 960/960 | 750/2280 | 840/2520 | 318/4320 | 256/2520 | 249/4560 | 130/2400 | 422/2040 | 250/4440 | 840/840 | 960/960 |
| **G8** | 0/1200 | 0/960 | 720/720 | 960/960 | 425/3960 | 1352/3960 | 37/5880 | 1008/3720 | 614/2640 | 1684/4200 | 643/3960 | 743/6000 | 960/960 | 960/960 |
| **G9** | nt | nt | nt | nt | 1204/2760 | 1565/2520 | 243/2640 | 596/3360 | 361/3120 | 2093/5280 | 375/4320 | 514/4560 | 960/960 | 960/960 |
| **G10** | 0/960 | 0/960 | 960/960 | 960/960 | 970/2760 | 1920/2520 | 264/2640 | 492/2760 | 1324/2520 | 861/3000 | 854/4200 | 626/2880 | 960/960 | 960/960 |
| **G11** | 0/960 | 0/960 | 960/960 | 960/960 | 846/1680 | 1920/2040 | 214/1800 | 443/1800 | 120/1920 | 987/1920 | 352/1920 | 550/1920 | 960/960 | 960/960 |
| **G12** | 0/960 | 0/960 | 960/960 | 960/960 | 600/1680 | 840/840 | 130/600 | 9/960 | 9/720 | 244/2040 | 460/2160 | 641/2520 | 960/960 | 600/600 |
| **G13** | 0/1200 | 0/240 | 720/720 | 600/600 | 840/1320 | 1320/1320 | 132/4440 | 131/1080 | nt | 732/2280 | 161/3000 | 603/2160 | 1080/1080 | 960/960 |
| **G14** | 0/720 | 0/1200 | 600/600 | 600/600 | 3395/4920 | 3000/3000 | 20/2880 | 690/4920 | nt | 720/1320 | 33/2880 | 882/2880 | 720/720 | 600/600 |
| **G15** | 0/1440 | 0/480 | 960/960 | 960/960 | 1687/2640 | 1920/1920 | 367/2520 | 156/2760 | nt | 1440/2760 | 148/2880 | 244/2400 | 960/960 | 960/960 |
| **G16** | 0/1440 | 0/1320 | 960/960 | 600/600 | 360/1320 | 2040/2040 | 130/2040 | 265/2040 | nt | 1362/2400 | 263/2400 | 21/2280 | 960/960 | 960/960 |
| **G17** | 0/960 | 0/1440 | 600/600 | 840/840 | 480/1080 | 2640/2640 | 480/2160 | 101/720 | nt | 1128/1920 | 40/1560 | 21/2280 | 960/960 | 360/360 |
| **G18** | 0/1320 | 0/1440 | 960/960 | 960/960 | 249/960 | 720/720 | 124/1200 | 6/600 | nt | 1569/2520 | 365/960 | 1/1680 | 960/960 | 960/960 |
| **G19** | 0/1320 | 0/1440 | 720/720 | 960/960 | 750/5040 | 2520/2520 | 556/4560 | 727/2040 | nt | 1942/3840 | 616/2160 | 18/5280 | 960/960 | 960/960 |
| **G20** | 0/1440 | 0/360 | 720/720 | 360/360 | 484/1560 | 2520/2520 | 520/2040 | 1207/2160 | nt | 1366/2400 | 1460/3960 | 4/4320 | 960/960 | 960/960 |
| **G21** | 0/1440 | 0/1440 | 960/960 | 960/960 | 608/1920 | 1440/1440 | 1011/3360 | 1102/2760 | nt | 1922/3600 | 907/3240 | 6/3720 | 960/960 | 960/960 |
| **G22** | 0/1440 | 0/1440 | 960/960 | 960/960 | 259/1080 | 1680/1680 | 513/1560 | 1560/2520 | nt | 1200/1680 | 16/1560 | 11/2760 | 960/960 | 840/840 |
| **G23** | 0/480 | 0/1440 | 600/600 | 480/480 | 372/3160 | 3000/3000 | 1110/2400 | 1920/2280 | nt | 1571/2040 | 38/2400 | 15/3000 | 960/960 | 960/960 |
| **G24** | nt | nt | nt | nt | 361/1440 | 2040/2040 | 844/1560 | 842/1080 | nt | 844/960 | 44/1920 | 4/3600 | 960/960 | 960/960 |
| **G25** | nt | nt | nt | nt | 622/2880 | 3000/3000 | 525/3000 | 1448/3000 | nt | 1920/2040 | 163/2400 | 11/2160 | 720/720 | 720/720 |
| **Total** | 0/25800 | 0/24000 | 20160/20160 | 20040/20040 | 15860/51720 | 37824/54000 | 8311/63960 | 15123/54360 | 3052/28680 | 24187/62160 | 8765/61200 | 5748/74880 | 24600/24600 | 23040/23040 |

**Supplementary file 6. Silencing capacities of *BX2^ON^* and *BX2^OFF^* lines across generations cultured at 25°C and at 29°C.**

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 7. — Small RNAs were prepared from ovaries of females of the indicated genotype. Values for the different categories of sequences are the total number of sequence reads that matched reference libraries. For comparisons, libraries were normalized (normalization factor) to 1 million miRNA (miRNA rpm) or to 1 million Dmel reads (Dmel rpm).

| **Library ID** | **GRH160** | **GRH161** | **GRH162** | **GRH163** | **GRH164** | **GRH165** |
| --- | --- | --- | --- | --- | --- | --- |
| Genotype | *BX2^OFF^* | | | | | |
| Temperature | 25°C | | | 29°C | | |
| D. melanogaster Jan. 2013 (Flybase) | 3,288,5973 | 3,198,7242 | 3,135,9878 | 3,147,6903 | 364,50841 | 269,32299 |
| dme_miR_r20 | 8,098,219 | 7,458,369 | 7,225,648 | 6,804,381 | 8,472,003 | 6,374,911 |
| Dmel_all-tRNA | 549,423 | 676,558 | 587,138 | 475,249 | 793,839 | 410,800 |
| Dmel_all-miscRNA | 4,328,239 | 6,119,121 | 4,001,654 | 6,605,018 | 7,361,768 | 5,374,259 |
| Dmel_transposon_set_BDGP_v941 | 11,688,163 | 10,268,266 | 11,511,292 | 9,968,778 | 11,046,992 | 8,462,052 |
| D. melanogaster transcripts Jan. 2013 (Flybase r5.49) | 4,656,410 | 4,732,913 | 4,796,480 | 4,427,408 | 5,930,087 | 3,777,340 |
| Normalization factor miRNA rpm | 0.123 | 0.134 | 0.138 | 0.147 | 0.118 | 0.157 |
| **Normalization factor Dmel rpm** | **0.030** | **0.031** | **0.032** | **0.032** | **0.027** | **0.037** |

**Supplementary file 7. Annotation of small RNA libraries from *BX2^OFF^* raised at 25°C or 29°C.**

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 8. — Comparison of the conversion frequency in one generation between BX2, P(TARGET)GS (Figure 3) and BX2 (Figure 3—figure supplement 1) genotypes. The difference between the presence and absence of the P(TARGET)GS transgene is highly significant (p=8.5×10−6, homogeneity χ2 = 23.35 with 2 degrees of freedom).

|  | Number of G2 females | | |
| --- | --- | --- | --- |
| Repression occurrence | none | partial | complete |
| with *P(TARGET)^GS^* | 1789 | 24 | 17 |
| without *P(TARGET)^GS^* | 1136 | 1 | 0 |

**Supplementary file 8. *P(TARGET)^GS^* requirement in the *BX2* conversion process.**

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 9. — BX2OFF was initially recombined with a line carrying the P(TARGET)GS transgene to obtain the BX2OFF, P(TARGET)GS lines. From these crosses, eight independent recombinants without the P(TARGET)GS transgene were recovered and were further cultured at 29°C. To test if some of them acquired silencing capacities, females were crossed with males harboring the P(TARGET)GS transgene and their progeny was stained for ß-Galactosidase expression. Numbers show the fraction of females harboring complete germline repression of P(TARGET)GS at each generation. A complete stability of the initial epigenetic OFF state was observed for all recombinant lines.

|  | ***BX2^OFF^* recombined *in a P(TARGET)^GS^* genetic background** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Lines** | #2 | #5 | #8 | #12 | #13 | #16 | #17 | #19 | **Total** |
| **G1** | 0/20 | 0/68 | 0/78 | 0/21 | 0/30 | 0/57 | 0/59 | 0/56 | 0/389 |
| **G5** | 0/82 | 0/50 | 0/115 | 0/86 | 0/107 | 0/86 | 0/60 | 0/87 | 0/673 |
| **G13** | 0/128 | 0/137 | 0/165 | 0/108 | 0/140 | 0/151 | 0/103 | 0/43 | 0/975 |
| **G30** | 0/27 | 0/37 | 0/25 | 0/24 | 0/22 | 0/51 | 0/33 | nt | 0/219 |
| **Total** | 0/257 | 0/292 | 0/383 | 0/239 | 0/299 | 0/345 | 0/255 | 0/186 | 0/2256 |

**Supplementary file 9. Silencing capacities of *BX2^OFF^* lines recombined in a *P(TARGET)^GS^* background throughout generations developed at 29°C.**

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 10. — Numbers show the fraction of females harboring complete germline repression of P(TARGET)G at each generation. Complete stability of the initial epigenetic state was observed at 25°C for BX2OFF, 0% repression (n = 189). At 29°C, BX2OFF; P(TARGET)G lines showed emergence of silencing capacities, 19.79% (n = 6766).

|  | 25°C | | 29°C | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Lines | 1 | 2 | V4 | V6 | n6 | n7 | n8 | n9 | n10 |
| G1 |  |  | 0/92 | 0/16 | 0/51 | 0/42 | 0/128 | 5/58 | 0/108 |
| G2 | 0/22 | 0/32 | 0/106 | 0/32 | 0/221 | 0/117 | 3/261 | 30/153 | 0/269 |
| G3 |  |  | 0/86 | 0/21 | 0/150 | 1/167 | 5/185 | 61/160 | 0/208 |
| G4 |  |  | 0/45 | 13/41 | 0/138 | 0/146 | 19/161 | 43/88 | 0/142 |
| G5 |  |  | 1/37 | 25/56 | 0/106 | 0/101 | 16/83 | 40/83 | 0/82 |
| G6 |  |  | 1/17 | 49/73 | 0/111 | 0/108 | 16/89 | 65/95 | 0/74 |
| G7 |  |  | 2/9 | 111/151 | 0/85 | 0/75 | 0/92 | 76/130 | 0/29 |
| G8 | 0/22 | 0/15 | 3/24 |  |  |  |  |  |  |
| G9 |  |  | 9/12 |  |  |  |  |  |  |
| G10 |  |  | 0/23 | 38/63 |  |  |  |  |  |
| G11 |  |  | 1/3 | 69/106 |  |  |  |  |  |
| G12 | 0/20 | 0/23 | 2/25 | 44/67 |  |  |  |  |  |
| G13 |  |  | 8/75 | 139/200 |  |  |  |  |  |
| G14 |  |  | 9/116 |  |  |  |  |  |  |
| G15 |  |  |  | 141/193 |  |  |  |  |  |
| G16 |  |  |  |  |  |  |  |  |  |
| G17 |  |  | 43/130 |  |  |  |  |  |  |
| G18 |  |  | 83/249 |  |  |  |  |  |  |
| G19 |  |  | 119/284 |  |  |  |  |  |  |
| G20 | 0/14 | 0/14 | 49/118 |  |  |  |  |  |  |
| G21 |  |  |  |  |  |  |  |  |  |
| G22 |  |  |  |  |  |  |  |  |  |
| G23 |  |  |  |  |  |  |  |  |  |
| G24 | 0/7 | 0/13 |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |
| Total | 0/92 | 0/97 | 330/1451 | 629/1019 | 0/862 | 1/756 | 59/999 | 320/767 | 0/912 |
| %R | 0% n=189 | | 19.79% n=6766 | | | | | | |

**Supplementary file 10. Silencing capacities of *BX2^OFF^; P(TARGET)^G^* lines throughout generations at 25°C and at 29°C.**

# Supplementary material for: Environmentally-induced epigenetic conversion of a piRNA cluster
**Source:** eLife. 2019 Mar 15;8:e39842. doi: 10.7554/eLife.39842
**Supplement:** Supplementary file 11. — BX2OFF, P(TARGET)GS flies were raised during one generation either on classical cornmeal medium (control) at 25°C or were heat shocked for 1 hr at 37°C at the 0–2 hr embryo stage or were cultured on medium supplemented with 150 mM NaCl. The female progeny were then stained for ß-Galactosidase expression and egg chambers were individually monitored in order to detect any possible conversion event. No repressed egg chambers were observed (0/total number of egg chambers). Compared to results obtained at 29°C (from data observed in G1 in Figure 3), differences are significant: for heat shock experiment, p=7.2×10−25, homogeneity χ2 = 106.03 with 2 degrees of freedom and for NaCl experiment, p=4.9×10−27, homogeneity χ2 = 115.93 with 2 degrees of freedom.

|  | 29°C | Control 25°C | + Heat Shock | + NaCl |
| --- | --- | --- | --- | --- |
| *BX2^OFF^, P(TARGET)^GS^* | 586/≈21720 | 0/≈1680 | 0/≈3840 | 0/≈4200 |

**Supplementary file 11. Heat shock and saline stresses do not induce conversion of *BX2^OFF^*.**

How the deposited data were processed for this re-analysis (not part of the article)

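Small RNA libraries from ovaries were analysed in 2 experiments. The first holds 1 library each of *BX2 OFF* with *P(TARGET) GS*, *BX2Θ* with *P(TARGET) GS* and BX2* without it, all at 25°C. The second holds 3 libraries of *BX2 OFF* without *P(TARGET) GS* at 25°C and 3 at 29°C. Each library was assigned to its genotype and temperature from the sample labels and from Supplementary files 5 and 7, which list the libraries by the same names.

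The authors trimmed the reads, aligned them with Bowtie to release 5.49 of the *D. melanogaster* genome, kept reads of 18–29 nt with 0 or 1 mismatch, and tabulated them in their Galaxy tools. The 6 deposited tables give a signed count per library, strand and read length or 5′ position, in which antisense values are negative. These deposited values are not raw counts. In the first experiment the authors multiplied the reads by the factor that scales a library to 1000000 miRNA reads, and in the second by the smallest genome-matched total of the 6 libraries divided by the library's own total. Dividing by these factors gave whole reads for 100% of the values in every table. The design written before the data were examined assumed values in rpm, and the same tests were used on levels computed from the whole reads. No other column of values per library was in the tables. The library totals are those of Supplementary files 5 and 7. Some totals there have misplaced commas and were read by their digits alone, which matches the factors printed below them.

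Genome-matched totals ranged from 16242473 to 18545573 reads in the first experiment and from 26932299 to 36450841 in the second. The 23–29 nt *P(lacW)* reads per library were 403, 48495 and 29053 in *BX2 OFF*, *BX2Θ* and BX2*, and 271 to 438 in the second experiment. Shares and levels of single libraries have 95% Wilson intervals, which cover counting error only, and a count of 0 was given the limit of 3 reads. Ratios of levels have intervals from the binomial share of the reads.

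Pairs for the ping-pong signature were counted from 5′ positions as the smaller of both read numbers, for overlaps of 1 to 26 nt, and the z-score uses the mean and the SD over these overlaps. Its interval comes from 1000 resamplings of blocks of 100 bp for *P(lacW)* and of 1000 bp for *42AB*. The tables of positions in the first experiment hold reads of 18–29 nt without a length per position, whereas the paper counted pairs of 23–29 nt reads. The design took overlaps of 1 to 26 nt as the main range, although the methods name overlaps of 1 to 29 nt, and it was kept as written, with the range of the methods as an alternative. Profiles were compared with Spearman's rho and Pearson's r over bins of 100 bp for *P(lacW)* and 1000 bp for *42AB*. The part of *P(lacW)* shared with *P(TARGET) GS* was taken from position 87 over 3547 bp, the start and length that the paper gives, and the rest begins at position 3634. That the paper's numbering is that of the deposited positions was assumed, and no sequence was at hand to check it. The temperatures were compared by exact two-sided permutation tests of the difference in means, which cannot give a p below 0.1 with 3 libraries against 3, or below 0.2 when 1 library is left out. The shares of 5 classes of reads form 1 family with Benjamini-Hochberg adjustment. limma was run on log2(Dmel rpm + 1) over 14 classes of length and strand, with a pseudocount of 0.1 as an alternative.

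The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The pair counting was tested on simulated data, where planted pairs gave the highest z-score at 10 nt in 50 of 50 simulated sequences and sequences without planted pairs did so in 4 of 50. The limma step recovered 100% of 200 changed entries among 1000 simulated ones, with 2.91% false calls. Both simulations planted stronger effects than these data hold, where 4205 pairs at 10 nt in *BX2Θ* at *P(lacW)* stood against a mean of 3641. They test the code and do not measure the power at such strength.

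The positions named were chosen by a rule set before the data were examined, as the most abundant position on each strand of *P(lacW)* in *BX2Θ* and BX2* and of *42AB* in each library. The rule named 23–29 nt reads, and was applied to 18–29 nt reads for the reason above. Antisense positions 6323 and 459 of *P(lacW)* and the 26 nt sense class were singled out after their values were seen. Alternatives set before the data were examined were the other scaling, 24–29 nt and 20–22 nt reads, other overlaps and pair counts, other bin sizes, limma, and leaving out each library. Of the 86 values computed under alternatives, 23 belong to alternatives chosen after seeing the data. The antisense share at both temperatures, the ratio of *BX2Θ* to BX2*, the division of *P(lacW)* into 2 parts with its block resampling, and the limits that decide each test of an explanation were also chosen after values had been seen. For the placement of windows along *P(lacW)*, a limit of 5% had been written down before the test was run, and the result was below it. It was afterwards read as leaving the question open, because *P(lacW)* has room for only 3 windows of that length without overlap.

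Reads of 21 nt, *42AB* and the whole genome at 25°C and 29°C, and the base composition of the reads, were not analysed here. The tables give positions within *P(lacW)* and *42AB*, and no chromosome coordinates were derived from them.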

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

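All tests in this part were chosen after the results had been seen, except the permutation tests of the miscellaneous RNA and tRNA shares. Those permutation tests belong to the family of 5 classes of reads, but their use to test an explanation was chosen after the results had been seen. The tests on the first experiment compare single libraries.

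In the second experiment, antisense position 6323 of *P(lacW)* was the only position of 434 with reads in all 6 libraries. It held 74 reads, which were 9, 9 and 15 at 25°C and 13, 25 and 3 at 29°C. The 74 reads were 6.34% of the 1167 antisense reads of the 6 libraries (5.08 to 7.89). In the *BX2 OFF* library with *P(TARGET) GS*, also of 18–29 nt reads marked uni, 3 of 445 antisense reads were at this position, or 0.674% (0.230 to 1.96). In *BX2Θ* and BX2*, 27 and 30 reads at this position were 0.0978% (0.0672 to 0.142) and 0.189% (0.132 to 0.269) of antisense reads, a far smaller share than in the 6 libraries. These reads were 18–29 nt long, against 23–29 nt in the 6 libraries. Read length does not account for the smaller shares in *BX2Θ* and BX2*, where 19752 and 11915 antisense reads were 23–29 nt long. Even if the 27 and 30 reads were all of this length, their shares would stay far below 6.34%. Carry-over from an active *BX2* library still cannot be told apart from other sources, because the marks of the libraries differ. The reads of *BX2Θ* and BX2* were marked uni and those of the 6 libraries mul, and neither mark is explained. Repeated copies of few molecules cannot be told apart either, although 6 of 6 libraries share the position. If all positions were equally likely to be caught, 0.0312 positions would be expected in 3 or more libraries, and 21 were found, so that molecules from an uneven source may meet at 1 position. The 5′ end of a degradation product, a sequence that also occurs elsewhere in the genome and a small RNA of *BX2* stay open, and none of them was tested. The level at this position was 0.344 ± 0.116 Dmel rpm at 25°C and 0.403 ± 0.287 at 29°C (SD, n = 3 each, exact two-sided permutation test, p = 0.8).

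The most abundant antisense position of BX2*, 461, held 481 reads and none in *BX2Θ* or in *BX2 OFF* with *P(TARGET) GS*. A shift of the 5′ ends by a few nt was tested by counting all antisense reads within 5 nt. They were 201 reads or 0.728% in *BX2Θ* (0.634 to 0.835), of which 167 were at position 459. In BX2* they were 488 reads or 3.07% (2.81 to 3.35), of which 481 were at position 461. A shift may thus account for the 0 reads of *BX2Θ* at 461, but alone it leaves most of the difference in amount. Repeated copies of few molecules in the BX2* library cannot be told apart from a true difference at this position, because the 481 reads come from 1 library without molecular identifiers. The reporter, which BX2* lacks, covers this position if the paper's numbering is that of the deposited positions, and was not tested as a cause.

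The share of miscellaneous RNA among genome-matched reads, which the paper lists and does not discuss, was 20.4 ± 0.538% in *BX2 OFF* at 29°C, above 15.0 ± 3.57% at 25°C (SD, n = 3 each, exact two-sided permutation test, p = 0.1, the smallest possible, and 0.25 after adjustment over 5 classes). The 3 libraries at 29°C were higher than the 3 at 25°C, of which the highest was at 19.1%. Library size would make the share follow the total, and the 3 libraries at 29°C spanned only 1.03 percentage points while their totals differed by a factor of 1.35. Fragments of longer RNAs of every class would raise tRNA in proportion, by 0.673 percentage points, whereas the tRNA share changed by -0.148 (exact permutation p = 0.6). An effect of temperature stays open and was not tested, as was a difference in RNA preparation between the groups.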

How the results depend on the processing

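For 86 values computed under alternatives, 44 moved beyond the interval of the value they replace, 3 reversed their sign and 39 did neither. The alternatives that were chosen after seeing the data are 18–29 nt reads and leaving out the most abundant positions for shares, the 3 alternatives of the ratio of *BX2Θ* to BX2*, counting each occupied position once, and every alternative of the antisense share at both temperatures.

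Scaling to 1000000 genome-matched reads gives lower numbers by construction. The 23–29 nt *P(lacW)* levels in *BX2 OFF*, *BX2Θ* and BX2* were then 23.8, 2615 and 1789, the *42AB* levels 113768, 105574 and 144875, and the 21 nt *P(lacW)* levels 24.0, 645 and 360. The order of the 3 libraries stayed the same at each of these. With reads of 24–29 nt, the *P(lacW)* levels in *BX2Θ* and BX2* were 11734 and 7065 miRNA rpm and the *42AB* levels 499858, 467321 and 567055. With 20–22 nt in place of 21 nt, the levels were 134, 3912 and 2033. Lower or higher levels follow here from fewer or more lengths counted. The ratio of *BX2Θ* to BX2* was 1.46 Dmel rpm, 1.66 at 24–29 nt and 1.78 on 18–29 nt reads without the 10 most abundant positions of each library, and stayed above 1.

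The antisense share of *P(lacW)* reads was 42.8% in *BX2Θ* and 42.7% in BX2* on 18–29 nt reads, and 43.1% and 42.8% without the most abundant position on each strand. At *42AB*, it was 48.8% in *BX2Θ* and 48.2% in BX2* on 24–29 nt reads. On 18–29 nt reads it was 49.0%, 48.8% and 48.4% in *BX2 OFF*, *BX2Θ* and BX2*, and 48.9%, 48.7% and 48.3% without the most abundant positions. Leaving out these positions could not be run on 23–29 nt reads in the first experiment, since positions carry no length.

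The ping-pong z-score at 10 nt depends on how pairs are counted. With each pair of positions counted once, it was 0.183 in *BX2Θ* at *P(lacW)*, and 0.878, 1.08 and 0.996 in *BX2 OFF*, *BX2Θ* and BX2* at *42AB*. In BX2* at *P(lacW)* it was 0.805, inside its wide interval. With the product of both read numbers, the *P(lacW)* z-scores were 2.38 in *BX2Θ* and 2.24 in BX2*, inside their intervals. The signature thus rests on the read numbers at paired positions, while the cause of the fall was not tested. With overlaps of 1 to 29 nt, the range that the methods name, the *42AB* z-scores were 4.75, 4.80 and 4.82, and with the product of both read numbers 4.88, 4.89 and 4.89. These lie near the highest values that the z-score can take, 5.20 for 29 and 4.90 for 26 overlaps, and say little about differences between the libraries. Spearman's rho between *BX2Θ* and BX2* along *P(lacW)* was 0.779 with bins of 500 bp and 0.634 with single positions, where most positions hold few reads. The cause of the lower rho at 500 bp was not tested.

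The difference in the 23–29 nt *P(lacW)* level of *BX2 OFF* between 29°C and 25°C was -0.263 Dmel rpm, and its direction is not settled by these libraries. It reversed to 0.338 when scaled to 1000000 miRNA reads. Across the 6 fits that each left out one library it ranged from -1.03 to 0.295, reversing to 0.295 without library GRH162 and to 0.293 without library GRH163. It stayed negative with 24–29 nt reads, in limma with either pseudocount, and with each occupied position counted once, where it was -0.499 (exact two-sided permutation test, p = 0.1). The difference of -0.263 lies within the SD between libraries, which was 0.967 at 25°C and 1.37 at 29°C. The transposon share stayed lower at 29°C, from -4.99 to -2.69 percentage points across the 6 fits that each left out one library. At -0.106 transposon reads per miRNA read it was also lower, but the libraries of both temperatures then overlapped (exact two-sided permutation test, p = 0.3, against 0.1 for the share), so that their separation depends on the scaling. The antisense share of *BX2 OFF* stayed higher at 29°C, from 5.46 to 10.9 percentage points across its 6 fits.

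No paired analysis was possible because the libraries of both temperatures carry no shared replicate numbers. The comparisons of 21 nt reads, of *42AB* and of the whole genome between 29°C and 25°C, and their alternatives, were not run.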

Differences from the paper's values

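The paper states that unique reads matching *P(lacW)* were found only in the *BX2Θ* and BX2* libraries, and the legend of Figure 2 states that *BX2 OFF* does not produce the 21 nt siRNAs and 23–29 nt piRNAs seen in both others. In the *BX2 OFF* library with *P(TARGET) GS*, 902 reads of 18–29 nt matched *P(lacW)*, of which 407 were 21 nt and 403 were 23–29 nt long. The same legend marks the share of reads with a first U as not determined where reads were few. For *BX2 OFF* flies without *P(TARGET) GS*, the paper states a low amount of 21 nt small RNAs at both temperatures, and the legend of Figure 5 a small production of them, so that the 21 nt reads differ only from the statements on Figure 2.

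The paper also states that *BX2* made no piRNAs at 25°C or after a generation at 29°C. In the 6 *BX2 OFF* libraries of that experiment, between 271 and 438 reads of 23–29 nt matched *P(lacW)*. At 26 nt and 25°C, the level that the paper plots is about 2.5 rpm in Figure 4G, read by eye, against 2.72 Dmel rpm here, so that the plotted level does not differ. The 23–29 nt level was 10.7 Dmel rpm at 25°C and 10.5 at 29°C, against 2615 in *BX2Θ* with *P(TARGET) GS*. Length alone does not show that these reads are piRNAs, and neither ping-pong pairs nor bases were analysed in these libraries. The reads therefore do not contradict the paper's statement on piRNAs. The legend of Figure 4 states that unique reads are plotted, whereas the library names in the tables are marked mul, a mark that the tables do not explain. The reads lay on 68 to 100 positions per library.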

Other observations

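In this part, the tests on the shared sequence of *P(lacW)* by strand, on library scaling, on stacked reads, on few positions and on the shared sequence in the *BX2 OFF* library with *P(TARGET) GS* and on miscellaneous RNA were chosen after the results had been seen.

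The *BX2Θ* library held more 23–29 nt *P(lacW)* reads than the BX2* library, with a ratio of 1.64. Library scaling would move *42AB* the same way, and the ratio at *42AB* was 0.815. A few abundant positions are not the cause, since without the 10 most abundant positions of each library the ratio was 1.78 on 18–29 nt reads, against 1.70 with them. Reads of the *P(TARGET) GS* sequence in the shared part would leave the rest of *P(lacW)* near 1, whereas the ratio in the rest was 1.50 (95% interval 1.42 to 1.60 with 100 bp blocks resampled). What stays open is the difference between single libraries, the earlier study from which the BX2* library came, and any other effect of the reporter, which BX2* lacks. The origin of the active state, by temperature in *BX2Θ* and by inherited piRNAs in BX2*, also stays open. With 1 library each, these could not be tested.

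The ratio of *BX2Θ* to BX2* was higher in the part of *P(lacW)* shared with *P(TARGET) GS* than in the rest, 2.06 against 1.50, an excess of 1.37 (1.18 to 1.57 with blocks resampled). Reads cut directly from sense transcripts of *P(TARGET) GS* would place the excess on sense reads. The excess was 1.66 among antisense reads (1.32 to 2.01) and 1.18 among sense reads (0.977 to 1.44). The antisense excess was 1.40 times the sense excess (1.04 to 1.83), which argues against such direct reads as the whole excess. It does not exclude sense transcripts as a cause, because ping-pong, or the pairing with *BX2* antisense RNA that the paper proposes, could place reads on both strands. An uneven density along *P(lacW)* was tested by moving a window of 3547 bp over *P(lacW)*, and 0.868% of the 7144 placements gave as large an excess. A limit of 5% had been set before this test, and the result lies below it. Neighbouring placements overlap and *P(lacW)* has room for only 3 separate windows, so that an uneven density cannot be told apart from an effect of the shared sequence. The rest was itself uneven. In *BX2Θ* and BX2*, its sense bin from 8900 held 381 and 141 reads, whereas its antisense bin from 9400 held 531 and 590. A hypothesis is that piRNAs from the *P(TARGET) GS* copy may add to both strands of the shared sequence in *BX2Θ*, for which the antisense excess of 1.66 is needed and does not suffice. The shares of the shared part in *BX2 OFF* with and without *P(TARGET) GS* are of different read lengths and do not decide it.

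The *BX2 OFF* library with *P(TARGET) GS* held 403 reads of 23–29 nt that matched *P(lacW)*, above the limit of 3 reads that a count of 0 allows. Carry-over of reads from the *BX2Θ* library would place the same share of reads on the most abundant positions of *BX2Θ*. The 10 most abundant *BX2Θ* positions held 18 reads or 2.00% of the 18–29 nt reads in *BX2 OFF* (95% interval 1.27 to 3.13) against 10.3% in *BX2Θ* (10.1 to 10.6). Positions carry no read length in these libraries, but carry-over brings reads of every length, and enough of it to give the 403 reads would bring 55.3 reads to these positions, whereas the 18 reads have an upper 95% Poisson limit of 28.4. This number was computed after the result had been seen and argues against carry-over as the whole source. The library's own 10 most abundant positions held 62 reads of 18–29 nt, so that no 10 positions held more than 15.4% of the 403 reads, which argues against so few positions as the whole source. Repeated copies of a larger number of molecules stay open, since as few as 147 positions could hold the 403 reads, and the 385 of 589 positions with 1 read may all be of other lengths. Reads of the *P(TARGET) GS* sequence would raise the share of the part of *P(lacW)* shared with it. This part held 42.7% of the 18–29 nt reads, against 18.5 to 31.3% of the 23–29 nt reads in the 6 *BX2 OFF* libraries without *P(TARGET) GS*, and the rest of *P(lacW)* held 516 reads. The higher share with *P(TARGET) GS* cannot be told apart from a difference between read lengths or between the reads marked uni and mul. A low level of small RNAs from *BX2* also stays open and was not tested.

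In *BX2 OFF* at 25°C and 29°C, the 23–29 nt *P(lacW)* reads were stacked on few positions. Of the 434 positions with reads in any of the 6 libraries, 362 or 83.4% had reads in 1 library. Of 364 cases of a position with 3 or more reads in a library, 225 or 61.8% (56.7 to 66.7) had none in the other 5 libraries, where independent counts of the same source would give 8.6e-05 cases. A candidate explanation is that the reads are repeated copies of few molecules, so that the number of molecules may be lower than the read numbers, and the 61.8% is what this explanation needs. The number of occupied positions was 3.08 ± 0.0973 per 1000000 genome-matched reads at 25°C and 2.58 ± 0.369 at 29°C (SD, n = 3 each, exact two-sided permutation test, p = 0.1).

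Antisense reads were 53.5 ± 5.49% of the 23–29 nt *P(lacW)* reads of *BX2 OFF* at 25°C and 61.8 ± 3.85% at 29°C (SD, n = 3 each, exact two-sided permutation test, p = 0.2). A few abundant positions as the cause would bring the difference of 8.34 percentage points to near 0 once they are left out. It was 8.93 without the most abundant position on each strand (exact p = 0.2), which changed the share of single libraries by -0.308 to 1.51 percentage points, and 8.74 with each occupied position counted once (exact p = 0.3). This argues against abundant positions as the whole cause. Chance and an effect of temperature stay open, since 3 libraries against 3 give no p below 0.1. By length and strand, 0 of 14 classes differed between the temperatures in limma with an adjusted p under 0.05 and 1 had an unadjusted p under 0.05, and 10 of the 10 splits of the 6 libraries gave at least as many, which a count of 0 makes unavoidable.

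The transposon share of genome-matched reads differed by -3.65 percentage points between 29°C and 25°C. When reads of miscellaneous RNA were left out of the total, the difference was -1.80 (exact two-sided permutation test, p = 0.2), and the libraries ranged from 39.7 to 42.1% at 25°C and from 38.0 to 40.1% at 29°C, so that they overlapped. The larger share of miscellaneous RNA may therefore account for part of the lower transposon share, and an effect of temperature on transposon reads stays open.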
